# Identification and characterization of a small-molecule metallophore involved in lanthanide metabolism

**DOI:** 10.1073/pnas.2322096121

**Published:** 2024-07-30

**Authors:** Alexa M. Zytnick, Sophie M. Gutenthaler-Tietze, Allegra T. Aron, Zachary L. Reitz, Manh Tri Phi, Nathan M. Good, Daniel Petras, Lena J. Daumann, Norma Cecilia Martinez-Gomez

**Keywords:** lanthanides, bioavailability, bioaccumulation, metallophores

## Abstract

Many bacteria secrete metallophores, low-molecular-weight organic compounds that bind ions with high selectivity and affinity, in order to access essential metals from the environment. Previous work has elucidated the structures and biosynthetic machinery of metallophores specific for iron, zinc, nickel, molybdenum, and copper. No physiologically relevant lanthanide-binding metallophore has been discovered despite the knowledge that lanthanide metals (Ln) have been revealed to be essential cofactors for certain alcohol dehydrogenases across a diverse range of phyla. Here, we report the biosynthetic machinery, the structure, and the physiological relevance of a lanthanophore, methylolanthanin. The structure of methylolanthanin exhibits a unique 4-hydroxybenzoate moiety which has not previously been described in other metallophores. We find that production of methylolanthanin is required for normal levels of Ln accumulation in the methylotrophic bacterium *Methylobacterium extorquens* AM1, while overexpression of the molecule greatly increases bioaccumulation and adsorption. Our results provide a clearer understanding of how Ln-utilizing bacteria sense, scavenge, and store Ln; essential processes in the environment where Ln are poorly bioavailable. More broadly, the identification of this lanthanophore opens doors for study of how biosynthetic gene clusters are repurposed for additional functions and the complex relationship between metal homeostasis and fitness.

## Significance

The production of metallophores is essential for microorganisms to survive in metal-limiting natural environments. With the first lanthanide-dependent enzyme, XoxF, being discovered just a decade ago, lanthanides have recently joined the class of life metals. Here, we characterize methylolanthanin, a lanthanide chelator with a unique 4-hydroxy benzoate moiety. Methylolanthanin production is essential for wild-type concentrations of cellular lanthanides. As demand for supply-chain limited lanthanide metals grow, so does interest in microbial mining methods for lanthanides; here we show that overproduction of methylolanthanin increases cellular lanthanide concentrations, making *Methylobacterium extorquens* AM1 attractive as a green chassis for lanthanide mining. Further, the identification of this molecule is an essential puzzle piece in understanding how lanthanides are sensed and acquired in nature.

Metal ions are essential for life—it is estimated that 40 to 50% of all enzymes require a metal ion for proper function (1–3). Whether serving in catalytic or structural roles, metal ions are involved in biological processes that range from respiration and DNA replication to the biosynthesis of metabolic intermediates. The importance of metal ions is underscored by the extensive systems that organisms across the entire tree of life have developed to not only sense and acquire metals from the environment but also regulate concentrations within their cells.

Many bacteria secrete metallophores, small-molecule chelators, to make environmental metals more bioavailable (2). Siderophores (Fe), chalkophores (Cu), zincophores (Zn), molybdophores (Mo), and nickelophores (Ni) are metallophores that have been reported (4). Metallophore structures are categorized based on their metal-binding moieties—such as catecholates, phenolates, hydroxamates, carboxylates, and diazeniumdiolates—each of which have unique physiochemical properties (5, 6). The majority of known metallophores are biosynthesized by nonribosomal peptide synthetases (NRPSs) or NRPS-independent siderophore (NIS) synthetases. Metallophore biosynthetic gene clusters (BGCs) often include genes encoding transport systems that bring the metallophore–metal complex into the cell for metal release. In Gram-negative bacteria, TonB-complexes provide the energy for transport into the periplasm via beta-barrel outer membrane receptors. Depending on the metallophore system, the complex may remain in the periplasm or be transported to the cytoplasm via an ATP-binding cassette (ABC) transporter before the metal is released by metallophore hydrolysis and/or metal reduction. As free metal in the cell can be toxic due to the formation of reactive oxygen species or through mismetallation of enzymes, metal acquisition and uptake genes are often tightly regulated by metal-responsive transcription factors such as ferric uptake regulator (Fur) and nickel uptake regulator (Nur) family proteins or by sigma factor/anti-sigma factor signaling systems (7–9).

While many are familiar with canonical *d*-block life metals such as iron, copper, and magnesium, members of the *f-*block lanthanide series have recently solidified their place among the life metals. Lanthanides were found to be biologically relevant in 2011 when it was discovered that MxaFI, a pyrroloquinoline quinone (PQQ) and Ca-dependent methanol dehydrogenase from the methylotrophic bacterium *Methylobacterium extorquens* AM1, had a Ln-dependent homolog, XoxF (10). While MxaFI and XoxF have similar active sites, crystal structures confirmed that the XoxF active site contains an extra aspartic acid residue that is essential for Ln binding (11). Further studies found that Ln-dependent enzymes are not isolated to methylotrophic bacteria nor to exhibiting methanol dehydrogenase activity; the ethanol dehydrogenase ExaF from *M. extorquens* AM1 as well as the ethanol dehydrogenase PedH from *Pseudomonas* *putida* KT2440 were recently discovered to be Ln-dependent (12, 13).

All known Ln-dependent enzymes to date are periplasmic proteins, but the details of Ln acquisition, transport, and integration into enzymes are not fully understood. The Ln utilization and transport (*lut*) cluster that was discovered in *M. extorquens* AM1 (14) and the closely related *M. extorquens* PA1 is required for Ln-dependent growth (15). In this system, Ln are initially brought into the periplasm through the TonB-dependent receptor LutH. There is currently no experimental evidence of free Ln in the periplasm. Rather, Ln are then transported to the cytoplasm via the *lut*-encoded ABC transport system, but the necessity of Ln reaching the cytoplasm is not yet understood. While it seems that the *lut* cluster encodes the primary system for Ln uptake, it remains unknown whether other transport systems are also used.

The presence of a Ln-chelating metallophore has long been proposed (15, 16). Methylotrophs like *M. extorquens* AM1 are known to thrive in mesophilic environments that are rich in poorly soluble Ln such as the soil and the phyllosphere (the arial region of plants) where a mechanism for solubilization would be necessary for Ln-dependent methylotrophic growth. Concentrations of Ln in the phyllosphere range from 0.7 μg/g dry weight to 7 μg/g dry weight, but bioavailable Ln concentrations are likely far less (15, 17). In most soil environments, Ln are found in highly insoluble oxide and phosphate forms, usually in minerals and ores such as monazite and bastnäsite (18). Despite this, most work done in a laboratory setting has used soluble chloride salts to understand Ln biology.

In this study, we utilize Ln sources of high (NdCl_3_) and low (Nd_2_O_3_) solubility to identify and structurally characterize a metallophore involved in Ln metabolism, a lanthanophore we have named methylolanthanin (MLL, **1**). We identified the *mll* BGC through assessment of *M. extorquens* AM1’s transcriptional response to a low solubility Ln source. We find overexpression of the MLL biosynthetic genes *in trans* increases growth and Ln bioaccumulation and adsorption, while deletion of these genes generates a severe defect in Ln bioaccumulation and adsorption. Furthermore, we demonstrate the Ln-binding of MLL and find that exogenous addition of the compound to a mutant lacking the capability to biosynthesize it improves growth yield. Finally, we demonstrate that the *mll* gene cluster is differentially responsive to iron limitation dependent upon the presence of lanthanides and *mxaF*.

## Results

### Unbiased Identification of Ln Solubility Gene Networks.

To better understand the impacts of Ln solubility on methylotrophy in *M. extorquens* AM1, we measured growth with methanol as an energy source with soluble NdCl_3_ and poorly soluble Nd_2_O_3_ using Δ*mxaF*, a strain that lacks catalytically active MxaFI and is therefore dependent on Ln for growth on methanol (19). Higher Ln solubility resulted in significantly faster growth (*P* value = 0.001) (Fig. 1*A*). We employed RNA-seq transcriptomics to gain unbiased insight into the reasons for this significant growth defect with Nd_2_O_3_. 

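The deleted gene separated the strains in every library. *mxaF* (META1p4538), which encodes the large subunit of the calcium-dependent methanol dehydrogenase, had 0 counts in all 6 Δ*mxaF* libraries and 431194, 399320 and 434283 counts in the 3 wild-type libraries, or 24910 ± 5031 CPM (counts scaled to 1e6 per library after TMM, mean ± SD, n = 3) in the wild type. With a floor of 3 counts per library, which covers counting error only, *mxaF* was at least 75874-fold lower in Δ*mxaF*. It was the only gene with counts in the wild type and 0 counts in all 6 Δ*mxaF* libraries. Its neighbours *moxJ* (META1p4537) and *moxG* (META1p4536) had counts in every library. Unscaled counts of *moxJ* were 27873 to 29273 in the wild type, 8867 to 12248 with NdCl_3_ and 24044 to 28917 with Nd_2_O_3_. For *moxG* they were 27188 to 28210, 7964 to 11161 and 18790 to 23378. The sources used here do not pair META1p4538 with the name *mxaF*, which is the strain's published name for this locus tag.

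The libraries cover 3 groups of *M. extorquens* AM1, a methylotroph, with 3 libraries each: Δ*mxaF* grown with NdCl_3_, Δ*mxaF* grown with Nd_2_O_3_, and the wild type grown without Ln. According to the paper, cultures grew on 50 mM methanol with 2 µM NdCl_3_ or 1 µM Nd_2_O_3_, and the sample labels give 2 µM Nd for both. The methods can also be read as growing the wild type with Nd. The labels give it as a reference without Nd, as do the paper's results, and this reading is used for every comparison with the wild type. Cells were harvested at an OD_600_ of 0.6. Nothing in the labels says whether the 3 libraries of a group came from separate cultures, so the p-values measure the spread between these samples. Strain and Ln differ together between either Δ*mxaF* group and the wild type.

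The authors depleted rRNA with Ribo-Zero Plus, sequenced on an Illumina instrument, and aligned and assembled the reads with HISAT2 and StringTie in KBase, and they deposited a count per gene and library and a table of log2(FPKM + 1). The genome build, tool versions and use of strand are not given in the sources used here. Total counts were 15646237, 17865209 and 15933815 in the wild type, 20063110, 17186668 and 19725386 with NdCl_3_, and 19867392, 21356734 and 18523985 with Nd_2_O_3_. rRNA genes still held 48.3% ± 1.02 of the counts in the wild type, 69.7% ± 6.47 with NdCl_3_ and 46.1% ± 2.06 with Nd_2_O_3_ (SD, n = 3). The difference in rRNA share between Nd_2_O_3_ and NdCl_3_ was −23.6 percentage points (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Counts outside rRNA genes therefore ranged from 4512927 to 6797252 with NdCl_3_ and from 10342064 to 11424682 with Nd_2_O_3_. No pair of libraries in a group differed as little as sampling noise (lowest chi-square per degree of freedom 6.67). Starting from the deposited counts, 6197 genes were tested with edgeR's quasi-likelihood test after TMM normalization, all 9 libraries in the fit, and p-values were adjusted by the Benjamini-Hochberg method. Locus tags were matched to gene symbols in the reference assembly ASM2268v1. It was used only for names, for the order of genes and for gene lengths in a check of the deposited FPKM.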

We identified 1,468 differentially expressed genes between the NdCl_3_ and Nd_2_O_3_ conditions (Fig. 1*B*).

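Expression of 1550 genes was higher and that of 1855 genes was lower with Nd_2_O_3_ than with NdCl_3_ at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 3405 of the 6197 genes tested. The 7 highest genes all lay in the *mll* locus. Among the other called genes, limited to those with a mean of at least 50 counts and no overlap between the groups, META1p0857 rose most. It went from 47.3 ± 18.3 to 1663 ± 494 CPM (SD, n = 3), followed by META1p3202, with a log2 fold change of 4.68, and META1p1984, with 4.60. Within the same limits the lowest gene was *ada* (META1p4715), named after the regulator of the adaptive response to DNA alkylation, at 38.5 ± 13.9 CPM with Nd_2_O_3_ and 1949 ± 311 CPM with NdCl_3_ (log2 fold change −5.66, standard error 0.38, adjusted p = 1.11e-06 from the same test). Its neighbour META1p4716 fell by 4.73 on the log2 scale (standard error 0.20, adjusted p = 3.22e-08 from edgeR).

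META1p3641 and META1p0313 were lower with Nd_2_O_3_ by log2 fold changes of −5.33 and −4.84. The gene *rnpB*, for the RNA component of RNase P, was at −4.63 (standard error 0.57, adjusted p = 1.08e-04 from edgeR), with 65001, 84897 and 15570 CPM in the 3 NdCl_3_ libraries. META1p1587, META1p1575, META1p1409, META1p1586 and META1p1319 were under 1 CPM on average with Nd_2_O_3_ and had log2 fold changes from −5.52 to −4.76. META1p1587, META1p1409, META1p1586, META1p1319 and META1p0857 are among the 1090 genes placed between META1p0397 and META1p1634, of which 821 were lower with Nd_2_O_3_ and 89 higher. META1p1575 had no place in the gene order used. Of the tested genes not in that stretch, 1461 were higher and 1034 lower.

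Of the gene lists, those of C1 metabolism went in different directions. Of 6 genes of formaldehyde oxidation through tetrahydromethanopterin, 4 were higher with Nd_2_O_3_ and none was lower (4 when adjusted over the list alone), among them *fae* (META1p1766), for the formaldehyde-activating enzyme, at a log2 fold change of 1.05, and *fhcB* at 0.93. Tested with limma's camera, which compares a list with all other genes at a preset correlation, this list had an adjusted p of 0.0286, and an adjusted p = 0.517 with an estimated correlation. Without the genes of the stretch META1p0397 to META1p1634 the adjusted p from camera was 0.0774. Of 4 formate dehydrogenase genes matched by symbol, 3 were lower (3 when adjusted over the list alone), *fdh3B* at −2.94 and META1p5032 (*fdhF*) at −1.94, with *fdhD* at −0.65 turning to 0.22 when counts were scaled by library totals (camera adjusted p = 0.0270, and adjusted p = 0.386 with an estimated correlation). None of the 3 serine cycle genes matched by symbol, *glyA*, *mdh* and *eno*, passed the test in edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 with DESeq2, camera adjusted p = 0.944). All 3 were called higher with library totals (*eno* at 0.92) and with limma on both log2 scales of the deposited FPKM (*eno* at 0.89 and 0.90).

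All 8 *nuo* genes matched by symbol, for subunits of NADH dehydrogenase, were lower with Nd_2_O_3_ (8 when adjusted over the list alone, camera adjusted p = 8.14e-05, and adjusted p = 0.386 with an estimated correlation), *nuoI* and *nuoH* both at −1.83. Of 14 cobalamin genes, 9 were lower and 1 was higher (the same counts when adjusted over the list alone), with *cobG* at −3.07, *cobN* at −2.20 and *cobF* at 1.31. The camera adjusted p of the cobalamin genes was 0.0484, adjusted p = 0.517 with an estimated correlation, and 0.0705 without NdCl_3_ replicate 3. Scaled by library totals, 5 cobalamin genes were higher and 4 lower. All 8 *nuo* genes and 9 of the cobalamin genes lie in the stretch META1p0397 to META1p1634, and without the stretch the other cobalamin genes were not called as a list, and its direction turned from lower to higher (camera adjusted p = 0.559). Of 41 genes of the flagellum and chemotaxis, 22 were higher and 7 lower (22 and 7 when adjusted over the list alone), with META1p3259 (*flgG*) at 2.70 and *fliJ* at 2.46 (camera adjusted p = 0.00457, and adjusted p = 0.517 with an estimated correlation), and 24 of the 41 lie in the stretch. Without the stretch the other members were still called higher as a list (camera adjusted p = 3.61e-05, and adjusted p = 0.306 with an estimated correlation). Among 21 genes of carotenoids and photosynthesis, 6 were higher and none was lower (5 when adjusted over the list alone, camera adjusted p = 0.00722, and adjusted p = 0.561 with an estimated correlation), among them *crtI*, for phytoene desaturase, at 1.05. Limma's fry did not call this list (adjusted p = 0.0584).

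The split between higher and lower genes moved with the scaling. When counts were scaled by library totals, which include rRNA, the median of all genes moved by 0.84 on the log2 scale, and 3647 genes were higher and 555 lower. With TMM factors from genes outside the stretch it moved the other way, to 1294 higher and 2169 lower. Of the lists, 5 *nuo* genes were lower with library totals, 30 flagellum and chemotaxis genes higher and 0 lower, and all 21 genes of carotenoids and photosynthesis higher. The 2 groups did not overlap in CPM for 62.7% of the genes tested, against 10% by chance.

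**Figure D1:**
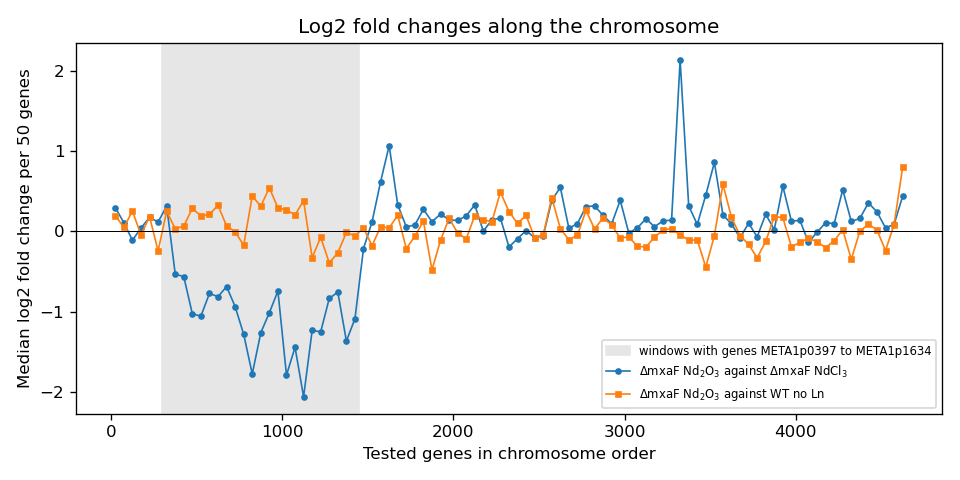
Log2 fold changes of chromosome genes in gene order, as medians of windows of 50 genes, for Nd_2_O_3_ against NdCl_3_ and for Nd_2_O_3_ against the wild type, after TMM normalization; the shaded part marks windows with genes of the stretch META1p0397 to META1p1634. The 21 windows wholly inside it lie between −2.06 and −0.53 for Nd_2_O_3_ against NdCl_3_ and between −0.39 and 0.54 for Nd_2_O_3_ against the wild type.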

**Fig. 1.**
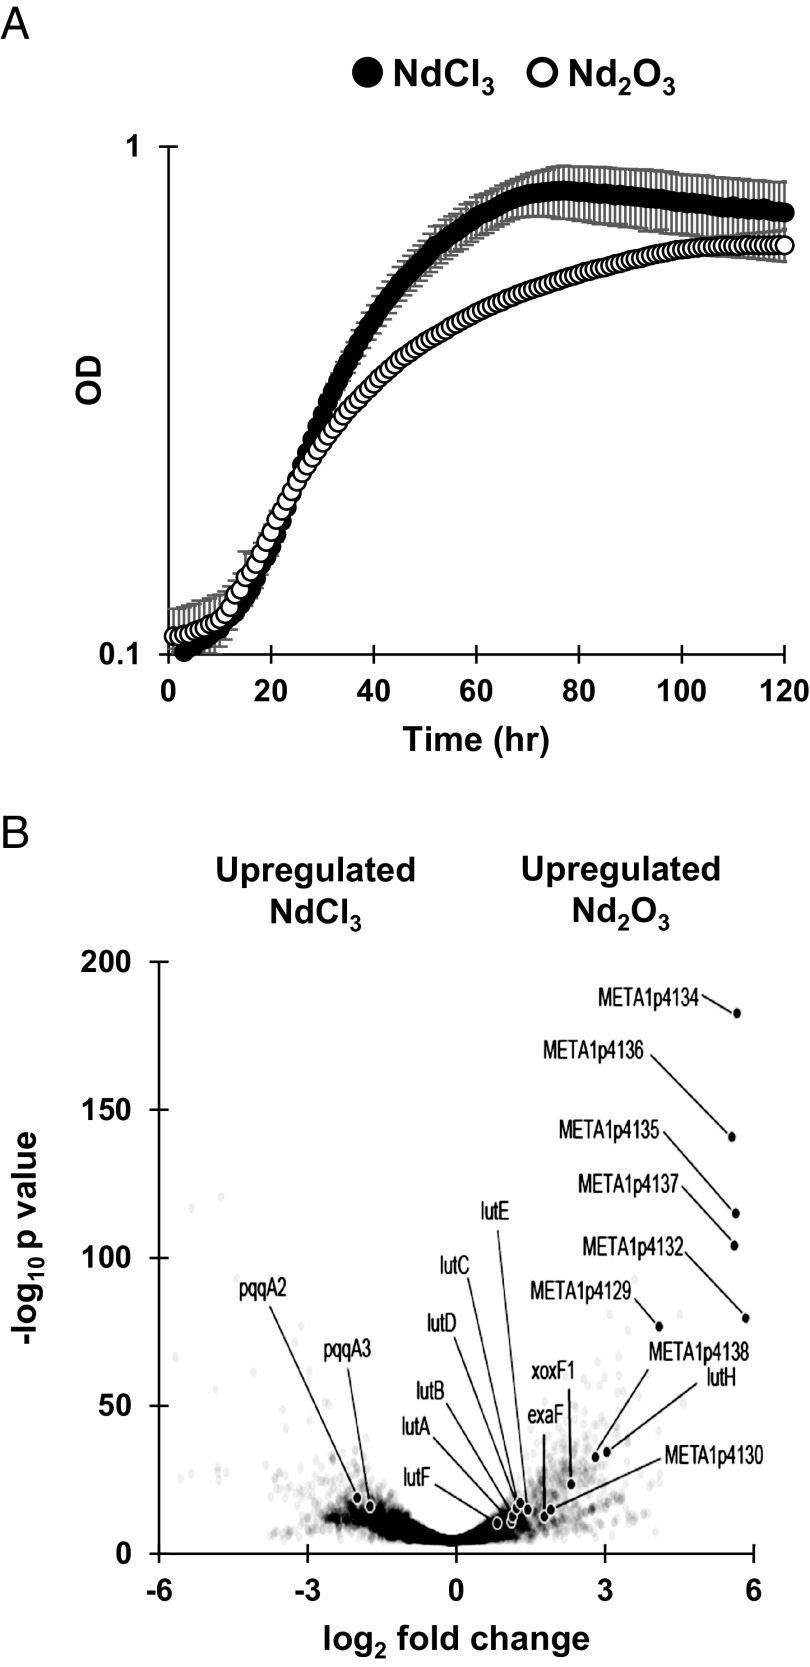
Differences in Ln source solubility affect growth and transcriptional response of *M. extorquens*. (*A*) Growth rate of Δ*mxaF* is significantly increased during growth on soluble NdCl_3_ (filled circles) compared to poorly soluble Nd_2_O_3_ (open circles). Individual data points represent the mean of three replicates and error bars represent the SD. (*B*) Volcano plot of DEGs comparing NdCl_3_ and Nd_2_O_3_ conditions with genes for methylolanthanin, META1p4132 through META1p4138, highlighted. Individual data points represent the mean of three replicates.

When Nd_2_O_3_ was provided, the gene encoding the primary Ln-dependent MDH (*xoxF1*) was among the most up-regulated genes, exhibiting 5-fold upregulation when compared to the soluble Ln condition (Fig. 1*B*). *xoxF1* was up-regulated in both Ln conditions compared to a wild-type control with no lanthanides (NCBI GEO Accession No. GES244060) (20). This result corroborates previous findings on the upregulation of *xox* genes generated by the presence of exogenous LaCl_3_ (21–24). 

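*xoxF1* (META1p1740), which encodes the Ln-dependent methanol dehydrogenase XoxF1, was at 1299 ± 136 CPM with Nd_2_O_3_, 252 ± 76.0 CPM with NdCl_3_ and 273 ± 55.1 CPM in the wild type without Ln (SD, n = 3). It was 5.16-fold higher with Nd_2_O_3_ than with NdCl_3_ (log2 fold change 2.37, standard error 0.23, adjusted p = 7.27e-06 from edgeR's quasi-likelihood test) and ranked 210 among the 1550 genes that were higher. Against the wild type, *xoxF1* was higher with Nd_2_O_3_ (log2 fold change 2.25, standard error 0.23, adjusted p = 1.67e-05 from the same test). With NdCl_3_, the log2 fold change against the wild type was −0.12 (standard error 0.22, 95% interval −0.60 to 0.36, adjusted p = 0.666 from the same test). *xoxG*, for the cytochrome c that takes electrons from XoxF, and *xoxJ*, for a periplasmic protein of the same operon, rose with Nd_2_O_3_ by log2 fold changes of 2.77 and 2.57 against NdCl_3_ and of 1.90 and 2.03 against the wild type.

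All 3 *xox* genes were higher with Nd_2_O_3_ in both comparisons (3 when adjusted over the list alone), with a camera adjusted p of 0.00722 against NdCl_3_ and 0.00468 against the wild type, and an adjusted p = 0.386 and an adjusted p = 0.270 with an estimated correlation. In NdCl_3_ against the wild type, *xoxG* was lower (log2 fold change −0.87, adjusted p = 0.0395 from edgeR), a call lost when adjusted over the list alone (0 of 3). The call on *xoxG* was also lost without wild-type replicate 1 (adjusted p = 0.101 from edgeR), wild-type replicate 3 (0.118), NdCl_3_ replicate 2 (0.0816) or NdCl_3_ replicate 3 (0.124) and with TMM factors from genes outside the stretch META1p0397 to META1p1634 (0.0646). *xoxJ* (−0.54, adjusted p = 0.0687 from edgeR) was called without NdCl_3_ replicate 1 (−0.80, adjusted p = 0.0106), with DESeq2 (adjusted p = 0.0497) and with library totals (−1.05). Scaled by library totals, *xoxF1* itself was lower with NdCl_3_ than in the wild type (−0.59, adjusted p = 0.0374 from edgeR), and reads shared with other *xoxF* copies may be split between them.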

We also found the gene encoding the Ln-dependent ethanol dehydrogenase *exaF* was shown to have a threefold increase in expression during growth with Nd_2_O_3_ compared to growth with NdCl_3_, suggesting that alternative Ln alcohol dehydrogenases are important when Ln are less bioavailable.

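The gene for the Ln-dependent ethanol dehydrogenase ExaF, META1p1139, was 3.58-fold higher with Nd_2_O_3_ than with NdCl_3_. Its level was 608 ± 111 CPM with Nd_2_O_3_, 170 ± 62.9 CPM with NdCl_3_ and 284 ± 60.0 CPM in the wild type (SD, n = 3). The log2 fold change was 1.84 for Nd_2_O_3_ against NdCl_3_ (standard error 0.28, adjusted p = 2.70e-04 from edgeR's quasi-likelihood test), rank 368 among the genes that were higher, and 1.10 for Nd_2_O_3_ against the wild type (standard error 0.28, adjusted p = 0.00837). With NdCl_3_ it was lower than in the wild type, at −0.74 (adjusted p = 0.0370 from edgeR). That call was lost without wild-type replicate 1 (adjusted p = 0.0945 from edgeR), wild-type replicate 3 (0.122) or NdCl_3_ replicate 2 (0.0908), and when TMM factors were taken from genes outside the stretch META1p0397 to META1p1634 (−0.59, adjusted p = 0.0815), in which META1p1139 lies. The pairing of META1p1139 with *exaF* comes from general knowledge of the strain and was made after the files were opened.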

Previous studies have shown that although upregulation of *xoxF1* occurs as a response to soluble Ln, concomitant upregulation of the PQQ biosynthetic genes does not occur (21, 23). 

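Expression of *pqqE* and of the *pqqA* copy beside *pqqB* (META1p1751) was higher with NdCl_3_ than in the wild type without Ln. META1p1751, for the precursor peptide of PQQ, was at 463 ± 107 CPM with NdCl_3_ and 225 ± 27.6 CPM in the wild type (SD, n = 3; log2 fold change 1.04, standard error 0.18, adjusted p = 3.03e-04 from edgeR's quasi-likelihood test). *pqqE*, for a radical SAM enzyme of the pathway, was at 341 ± 24.3 and 247 ± 28.3 CPM (log2 fold change 0.47, standard error 0.13, adjusted p = 0.00846 from the same test). *pqqC* and *pqqB* did not pass the test, with log2 fold changes of 0.13 (adjusted p = 0.437 from edgeR) and 0.36 (adjusted p = 0.0667). With the orphan *pqqA* copies META1p4628 and META1p4629, 4 of 6 *pqq* genes were higher and none was lower (4 when adjusted over the list alone, camera adjusted p = 0.0310, and adjusted p = 0.711 with an estimated correlation). Scaled by library totals, *pqqE* was at −0.04 and *pqqC* was called lower (−0.37, adjusted p = 0.0396 from edgeR), so that META1p1751 alone of these 4 genes was higher. With TMM factors from genes outside the stretch META1p0397 to META1p1634 *pqqB* was higher as well (0.52, adjusted p = 0.0123 from edgeR). Reads of *pqqA* copies may be shared between them.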

We find similar results in this study, as most of the genes encoding the PQQ biosynthetic machinery were not significantly up-regulated in the NdCl_3_ condition. 

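A pair of *pqqA* copies stands apart from the other *pqq* genes, at META1p4628 and META1p4629. Both were higher with NdCl_3_ than in either of the other groups. META1p4628 was at 4969 ± 1342 CPM with NdCl_3_, 1273 ± 118 CPM with Nd_2_O_3_ and 1023 ± 169 CPM in the wild type (SD, n = 3), and META1p4629 was at 1249 ± 285, 384 ± 27.4 and 273 ± 51.4 CPM. For Nd_2_O_3_ against NdCl_3_ the log2 fold changes were −1.96 for META1p4628 (standard error 0.22, adjusted p = 1.72e-05 from edgeR's quasi-likelihood test) and −1.70 for META1p4629 (standard error 0.20, adjusted p = 2.48e-05), which are 3.90-fold and 3.25-fold differences. For NdCl_3_ against the wild type they were 2.28 (adjusted p = 5.54e-06 from the same test) and 2.19 (adjusted p = 3.96e-06). Scaled by library totals, the differences between Nd_2_O_3_ and NdCl_3_ were −1.09 and −0.83, still lower with Nd_2_O_3_. Which locus tag is *pqqA2* and which *pqqA3* is not given in the sources used here.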

Interestingly, the orphan *pqqA* copies *pqqA2* and *pqqA3* were up-regulated fourfold in the NdCl_3_ condition compared to the Nd_2_O_3_ condition (Fig. 1*B*).

The *lut* cluster, which encodes the TonB-dependent transporter LutH, an ABC transport system, and various periplasmic proteins, is essential for light Ln transport. Previous work has shown expression of *lutH* does not change in response to soluble LaCl_3_ (21). 

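The gene for the TonB-dependent receptor LutH, META1p1785, was lowest with NdCl_3_. Its level was 127 ± 42.6 CPM with NdCl_3_, 1086 ± 98.0 CPM with Nd_2_O_3_ and 940 ± 117 CPM in the wild type without Ln (SD, n = 3). It was 7.40-fold lower with NdCl_3_ than in the wild type (log2 fold change −2.89, standard error 0.24, adjusted p = 2.55e-06 from edgeR's quasi-likelihood test). With Nd_2_O_3_ it was 8.54-fold higher than with NdCl_3_ (log2 fold change 3.09, standard error 0.25, adjusted p = 1.69e-06 from the same test), rank 76 among the genes that were higher. Between Nd_2_O_3_ and the wild type the log2 fold change was 0.21 (standard error 0.23, adjusted p = 0.488 from edgeR), and 0.55 (adjusted p = 0.0425) when counts were scaled by library totals, and limma on log2(FPKM + 1) called it as well (0.54, adjusted p = 0.0493). META1p1785 as *lutH* comes from general knowledge of the strain.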

In this study, *lutH* was down-regulated ninefold in the Δ*mxaF* NdCl_3_ condition compared to the WT no Ln condition and up-regulated ninefold compared to the Δ*mxaF* Nd_2_O_3_ condition, denoting tight regulation of the TonB-dependent transporter based on Ln species (Fig. 1*B*). 

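All 7 remaining *lut* genes, META1p1778 through META1p1784, were higher with Nd_2_O_3_ than with NdCl_3_. Their log2 fold changes ran from 0.90 (META1p1783) to 1.50 (META1p1781), with adjusted p between 2.15e-05 and 4.46e-04 from edgeR's quasi-likelihood test. The mean was 1.19 (SD between genes 0.22), a 2.28-fold difference. Against the wild type, 6 of the 7 were higher with Nd_2_O_3_ (mean 0.99), and META1p1778 (0.47, adjusted p = 0.0552 from edgeR) passed it only under other settings, given below. With NdCl_3_, META1p1778 was lower than in the wild type (−0.71, adjusted p = 0.00621), as were META1p1783 (−0.40, adjusted p = 0.0310) and META1p1784 (−0.49, adjusted p = 0.0200 from edgeR).

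With *lutH*, all 8 genes of the *lut* cluster were higher with Nd_2_O_3_ than with NdCl_3_ (8 when adjusted over the list alone, camera adjusted p = 9.23e-05, and adjusted p = 0.386 with an estimated correlation), and 6 of the 8 were higher than in the wild type (7 when adjusted over the list alone, camera adjusted p = 0.00104, and adjusted p = 0.270 with an estimated correlation). In NdCl_3_ against the wild type 4 of the 8 were lower (4 when adjusted over the list alone, camera adjusted p = 0.296), or 2 with TMM factors from genes outside the stretch META1p0397 to META1p1634. The neighbouring gene META1p1786, for the Ln-binding protein lanmodulin, was higher with Nd_2_O_3_ than with NdCl_3_ (log2 fold change 0.87, standard error 0.22, adjusted p = 0.00528 from edgeR). In NdCl_3_ against the wild type, the calls on META1p1783 and META1p1784 were lost without wild-type replicate 3 (adjusted p = 0.0593 and 0.0529 from edgeR) or NdCl_3_ replicate 3 (0.0753 and 0.0840), and that on META1p1783 also without wild-type replicate 1 (0.0982) or NdCl_3_ replicate 2 (0.122). For Nd_2_O_3_ against the wild type, META1p1778 was called higher with DESeq2 (adjusted p = 0.0337), RLE size factors (0.0419), only the 6 libraries compared (0.0176), library totals (0.0275) and limma on log2(FPKM + 1) (0.0255) and log2(FPKM + 0.1) (0.0325). It was also called without wild-type replicate 2 (adjusted p = 0.0217 from edgeR), without RNA genes (0.0359), without the stretch (0.0324) and with TMM factors from outside it (0.0451). In that comparison the call on META1p1783 was lost without wild-type replicate 3 (adjusted p = 0.0539 from edgeR) or Nd_2_O_3_ replicate 1 (0.0715), and that on META1p1784 without wild-type replicate 1 (0.131), 2 (0.0570) or 3 (0.0909) or Nd_2_O_3_ replicate 1 (0.186) or 3 (0.0641).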

The remaining *lut* genes exhibited 2-fold upregulation on average during growth with Nd_2_O_3_.

### Identification of a Putative Lanthanophore Locus.

Of all genes identified in RNAseq analysis, the genes META1p4129 through META1p4138 were the most highly up-regulated in the Nd_2_O_3_ condition, with an average increase in expression of 32-fold compared to growth with NdCl_3_ (Fig. 1*B* and Table 1). 

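Every gene from META1p4129 through META1p4138 was higher with Nd_2_O_3_ than with NdCl_3_. META1p4132 (*mllA*) was at 887 ± 267 CPM with Nd_2_O_3_ and 14.3 ± 6.33 CPM with NdCl_3_, META1p4133 (*mllBC*) at 688 ± 117 and 9.29 ± 2.73 CPM, and META1p4134 (*mllDE*) at 595 ± 38.7 and 11.0 ± 1.84 CPM (SD, n = 3). The highest of all log2 fold changes was that of *mllBC*, 6.22 (standard error 0.25, adjusted p = 2.73e-08 from edgeR's quasi-likelihood test). *mluI* (META1p4131) followed at 6.01 (standard error 0.31, adjusted p = 9.17e-08), then *mllA* at 5.96, *mllDE* at 5.75, *mllF* (META1p4135) at 5.74, *mllH* (META1p4137) at 5.72 and *mllG* (META1p4136) at 5.66. *mluA* (META1p4129) was at 4.17 (standard error 0.19, adjusted p = 5.58e-08), rank 15 among the genes that were higher. *mllJ* (META1p4138), at 2.88, ranked 105, and *mluR* (META1p4130), at 1.97 and with 12.2 ± 1.71 against 3.11 ± 0.23 CPM, ranked 331.

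The mean log2 fold change of the 10 genes was 5.01 (SD between genes 1.49), a 32.1-fold difference. It was 5.84, or 57.3-fold, for the 6 genes *mllA* to *mllH* and 4.05, or 16.5-fold, for the 3 *mlu* genes. All 10 passed the test (10 when adjusted over the list alone, camera adjusted p = 6.54e-10, and adjusted p = 0.263 with an estimated correlation). The study chose this list on these samples, so the list is not independent evidence of its own direction. None of the 10 genes lies in the stretch META1p0397 to META1p1634.

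**Figure D2:**
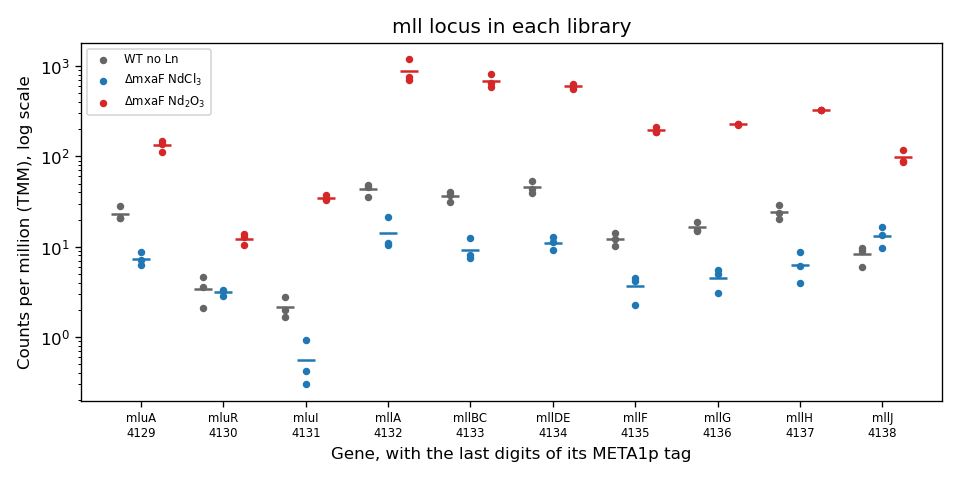
CPM of the 10 genes META1p4129 to META1p4138 on a log axis, with a point for each of the 3 libraries of the wild type without Ln, Δ*mxaF* with NdCl_3_ and Δ*mxaF* with Nd_2_O_3_, and a bar for each group mean. For *mllBC* the means are 688 CPM with Nd_2_O_3_ and 9.29 CPM with NdCl_3_.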

The locus, which we have named *mll* (for methylolanthanin, vide infra), is homologous to BGCs responsible for the transport, regulation, and biosynthesis of NRPS-independent siderophores containing citrate and 3,4-dihydroxybenzoate (3,4-DHB) chelating groups, including rhodopetrobactin, petrobactin, and roseobactin (Fig. 2 and *SI Appendix*, Fig. S1) (25). META1p4132-4135 (*mllA, mllBC, mllDE*, and *mllF*) are homologous to the well-studied petrobactin locus in *B. subtilis*, *asbABCDEF* (26), differing by two sets of gene fusions; the fusion between *asbD* and *asbE* homologs is also present in the rhodopetrobactin and roseobactin loci, while the *mllBC* fusion has not been observed in characterized homologs. The presence of putative acetyltransferase *mllH* (META1p4137) suggested the incorporation of an acetylated (homo)spermidine linker, as seen in rhodopetrobactin. META1p4129-4131 (*mluARI*, **m**ethylo**l**anthanin **u**ptake) putatively encode, respectively, a TonB-dependent outer membrane receptor, an anti-sigma factor, and a sigma factor. Homologous proteins form a cell-surface signaling pathway, where the import of a ferric siderophore induces further expression of the receptor (27). Two domains of unknown function are encoded in the cluster. META1p4136 (*mllG*) belongs to DUF2218 and is also present in the rhodopetrobactin locus. Homologous VCA0233 from *Vibrio cholerae* neighbors an iron uptake regulator and xeno-siderophore uptake genes (28), suggesting DUF2218 is involved in regulation or transport rather than biosynthesis. META1p4138 (*mllJ*) belongs to ferritin-like DUF4142 and is putatively exported into the periplasm. A phylogenetic tree of representative *Methylorubrum* and *Methylobacterium* genomes was reconstructed using PhyloPhlAn, and ITOL was used to map the presence of homologous BGCs, as determined by a custom version of antiSMASH (29–31). The majority of *Methylorubrum* species, forming a single clade, contain homologs of the *mll* locus, as well as *Methylobacterium currus* TP3 and *Methylobacterium aquaticum* BG2 (*SI Appendix*, Fig. S1). The *mll* locus was not found in any of the more distantly related 85 genomes previously found to contain XoxF homologs (32). Together, the insights that the *mll* locus is 1) up-regulated during growth with an insoluble Ln source, 2) contains genes commonly found in metallophore BGCs, and 3) is conserved across many *Methylorubrum/Methylobacterium* strains, all suggested that the cluster produces a rhodopetrobactin-like lanthanophore.

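Summed over the 10 genes of the *mll* locus, expression was 3198 ± 375 CPM with Nd_2_O_3_, 73.3 ± 11.9 CPM with NdCl_3_ and 215 ± 28.2 CPM in the wild type without Ln (SD, n = 3). The genes *mllA* to *mllH* alone made up 2921 ± 372, 49.0 ± 14.0 and 178 ± 21 CPM. All 10 genes were higher with Nd_2_O_3_ than in the wild type, with a mean log2 fold change of 3.58, or 11.9-fold, from 1.82 for *mluR* to 4.35 for *mllA* (10 when adjusted over the list alone, camera adjusted p = 1.35e-10, and adjusted p = 0.228 with an estimated correlation). In NdCl_3_ against the wild type, 8 of the 10 were lower, with *mllDE* at −2.04 (standard error 0.17, adjusted p = 2.06e-06 from edgeR's quasi-likelihood test) and a mean of −1.43 (8 when adjusted over the list alone, camera adjusted p = 0.00660, and adjusted p = 0.711 with an estimated correlation). *mllJ* was higher with NdCl_3_ than in the wild type (0.70, adjusted p = 0.0199 from edgeR), a call lost without wild-type replicate 3 (adjusted p = 0.0767) or NdCl_3_ replicate 1 (0.0859) and under scaling by library totals (0.21), and *mluR* did not pass the test (−0.14, adjusted p = 0.672). Strain and Ln differ together in these comparisons with the wild type. With NdCl_3_ and methanol in iron-replete medium, the paper reports lower activity of a *mll* promoter fusion in Δ*mxaF* than in the wild type. In Δ*mxaF* it reports higher activity with methanol and NdCl_3_ than with succinate and no Ln. From the increase with an insoluble Ln source, the metallophore genes that the locus holds and its conservation across strains, the paper proposes that the cluster makes a lanthanophore similar to rhodopetrobactin.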

**Table 1.** Comparison of methylolanthanin and rhodopetrobactin BGCs

Gene	Locus tag	log2 fold change	q-value	Putative product	Rhodopetrobactin BGC homolog	% ID
*mluA*	META1p4129	4.2	3.70E-84	TonB-dependent receptor	Rpa1_2620	62
*mluR*	META1p4130	2	3.00E-12	Anti-sigma factor	Rpa1_2623	30
*mluI*	META1p4131	6.1	3.60E-58	Sigma factor	Rpa1_2633	30
*mllA*	META1p4132	6	1.20E-87	*asbA*-like NIS synthetase	Rpa1_2632	50
*mllBC*	META1p4133	6.3	1.10E-165	*asbB*-like NIS synthetase and *asbC*-like adenylation domain	Rpa1_2631 Rpa1_2630	52 56
*mllDE*	META1p4134	5.8	3.60E-209	*asbD*-like aryl carrier protein and *asbE*-like ligase fusion	Rpa1_2629	54
*mllF*	META1p4135	5.8	8.30E-130	*asbF*-like 3,4-DHB synthase	Rpa1_2628	52
*mllG*	META1p4136	5.7	3.20E-160	DUF2218 family protein	Rpa1_2619	67
*mllH*	META1p4137	5.8	6.80E-117	GNAT family acetyl transferase	Rpa1_2621	74
*mllJ*	META1p4138	2.9	6.10E-33	DUF4142 family protein	-	

**Fig. 2.**
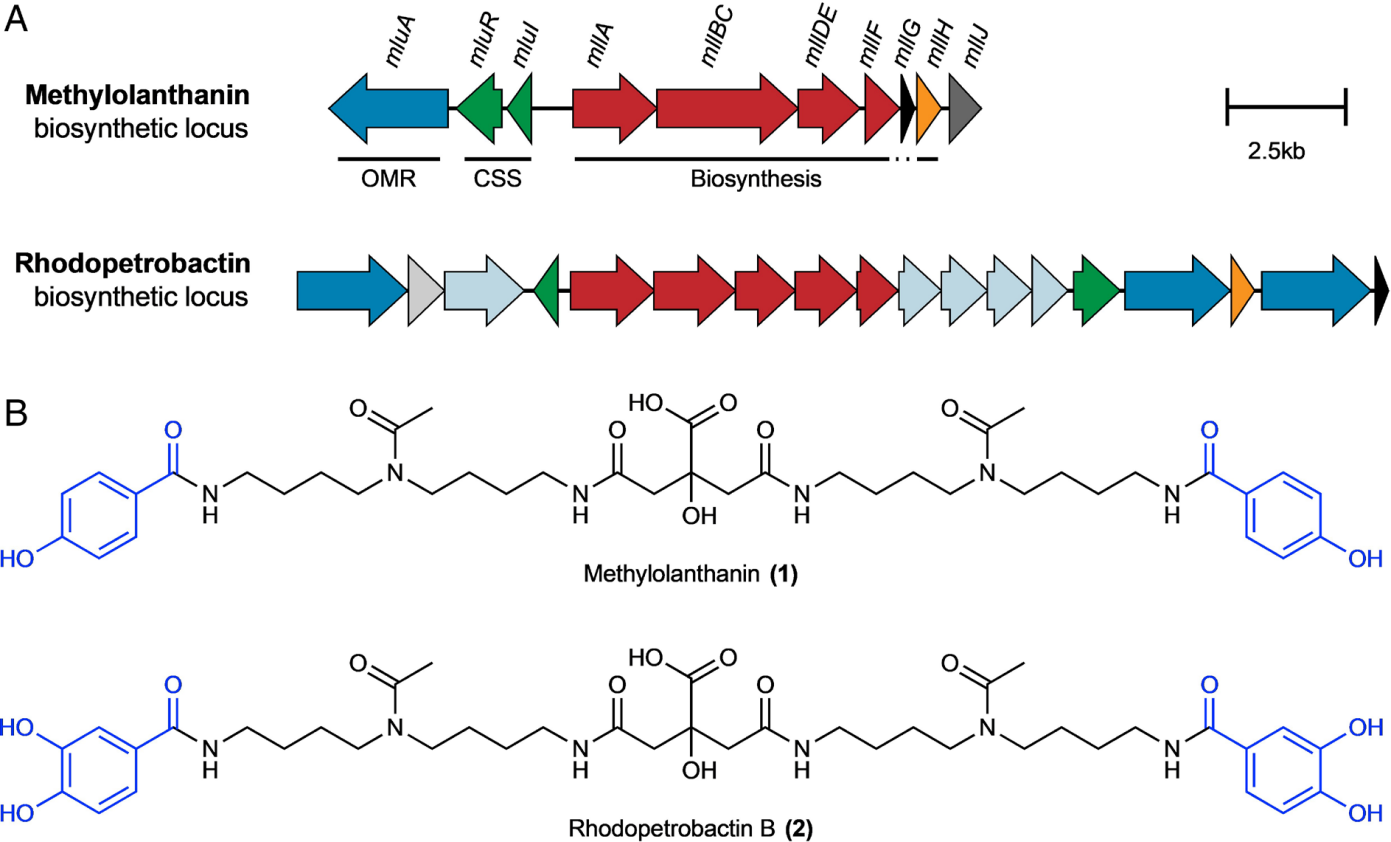
BGCs and chemical structures of methylolanthanin (**1**) and the related siderophore rhodopetrobactin (**2**). *A*, The methylolanthanin BGC from *M. extorquens* AM1 (*mll/mlu*, META1p4129-4138) and the rhodopetrobactin BGC from *Rhodopseudomonas palustris* TIE-1 (25). Homologous pathways between BGCs share the same color. Genes are drawn to scale. OMR, TonB-dependent outer membrane receptor; CSS, cell-surface signaling. Additional homologous clusters are presented in *SI Appendix*, Fig. S1. (*B*) Chemical structures of methylolanthanin (**1**) and rhodopetrobactin (**2**), which differ by the presence of 4-HB vs. 3,4-DHB, respectively (in blue).

### Structural and Functional Elucidation of Methylolanthanin.

To determine the identity of the putative lanthanophore produced by the *mll* cluster, mutants lacking (Δ*mxaF*Δ*mll*) and overexpressing (Δ*mxaF*/pMLL) the *mll* BGC *(mllA* through *mllJ*) were constructed. The genome of the *mll* deletion strain was sequenced, and it was confirmed that no additional mutations had been acquired. Supernatant extracts were analyzed using ultra-high-performance liquid chromatography–tandem mass spectrometry (UHPLC–MS/MS) in both positive and negative ionization modes. Classical molecular networking using the Global Natural Products Social (GNPS) Molecular Networking platform (33) revealed only one molecular family that was found in Δ*mxaF* supernatants and not in Δ*mxaF*Δ*mll* supernatants, containing a compound with a mass to charge ratio (*m/z*) of 799.4232 in positive mode and 797.4092 in negative mode (Fig. 3 *A* and *B* and *SI Appendix*, Fig. S2). Multivariate and univariate (Fig. 3 *C* and *D* and *SI Appendix*, Fig. S2) statistical analyses were performed in parallel on blank subtracted, normalized, and imputed feature tables processed after feature finding in MZmine 3 (34). Volcano plot analysis comparing *ΔmxaF* supernatant with Δ*mxaF*Δ*mll* supernatant was consistent with classical molecular networking results, revealing that the putative *mll* product (positive mode *m/z* 799.4232; negative mode *m/z* 797.4092) illustrates the second-highest fold-change and most significant *P*-value in negative mode data (Fig. 3*D*), and the putative *mll* product is differentially abundant across Δ*mxaF*, *mll* knockout, and *mll* overexpression samples.

**Fig. 3.**
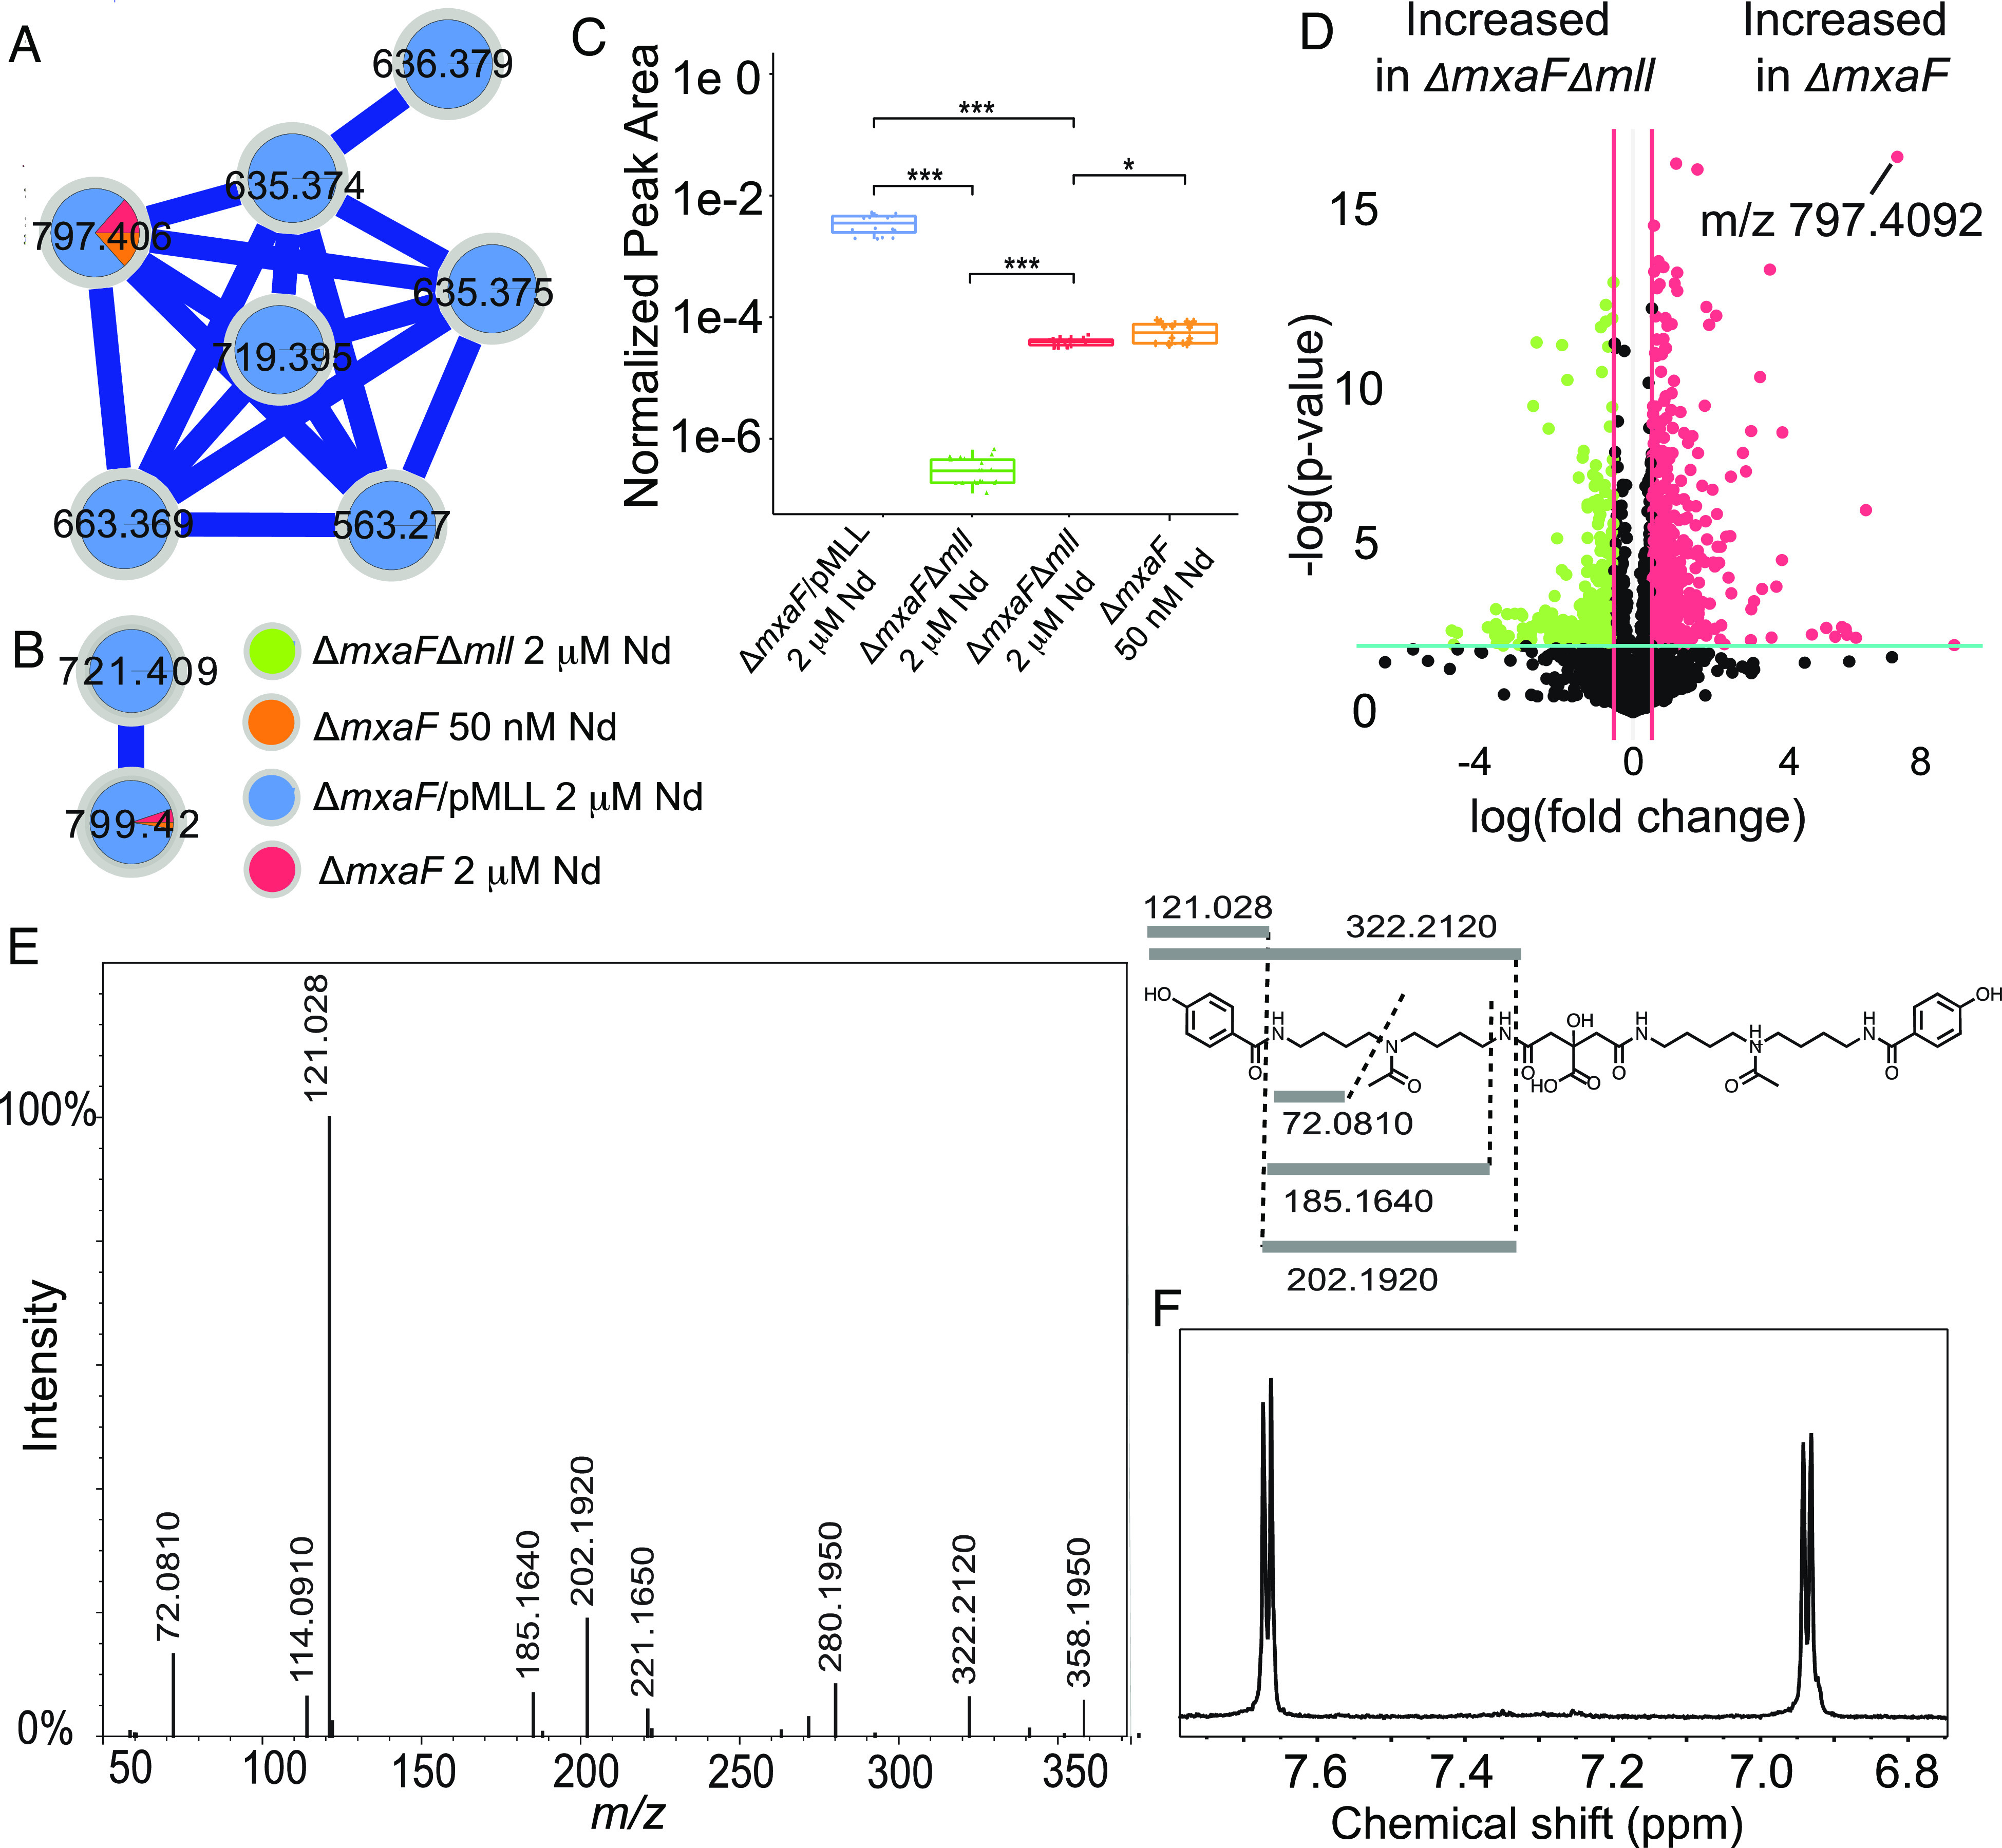
Identification of methylolanthanin via molecular networking and MS/MS. (*A*) ESI-UHPLC–MS/MS in negative ionization mode reveals a molecular family of MS/MS spectra only found in Δ*mxaF* (orange and red) and Δ*mxaF*/pMLL (blue) but not in Δ*mxaF*Δ*mll* (green). (*B*) ESI-UHPLC-MS/MS in positive ionization mode reveals a molecular family of MS/MS spectra only found in *ΔmxaF* (orange and red) and *ΔmxaF*/pMLL (blue) but not in Δ*mxaF*Δ*mll* (green). Two features (*m/z* 799.4232 in positive mode/*m/z* 797.4092 in negative mode and *m/z* 721.4114 in positive mode/*m/z* 719.3978 in negative mode) are found in both positive and negative ionization mode molecular families. (*C*) Boxplots of the normalized peak area of feature *m/z* 797.4092 in negative mode reveal significant differences between peak area in all conditions. Statistics were calculated with n = 20 per group Kruskal–Wallis, followed by pairwise Wilcoxon tests and Benjamini–Hochberg (BH) correction (**P < 0.001, *P < 0.05). Upper and lower whiskers extend to the closest value to ±1.5 * IQR. (*D*) *m/z* 797.4092 is one of the most significantly increased features in Δ*mxaF* vs. Δ*mxaF*Δ*mll* supernatants when analyzed using ESI-UHPLC-MS/MS in positive ionization mode. Volcano plot analysis was performed with n = 5 per group. Fold changes 0.5 and a *P*-value < 0.01 are highlighted. (*E*) The consensus MS/MS spectrum in positive mode is consistent with the proposed structure, as highlighted by the key fragments in the chemical structure. (*F*) The NMR aromatic region of isolated methylolanthanin supports a parasubstituted monohydroxybenzoate moiety (^1^H NMR spectrum, 800 MHz, D_2_O + 0.003% TMSP).

Tandem mass spectrometry (MS/MS) data collected in both negative and positive modes revealed fragments that fit with a proposed structure that resembles rhodopetrobactin B minus two oxygen atoms. Key fragments in positive mode consensus MS/MS include *m/z* 322.2120, 202.1920, 185.1640, 121.0280, and 72.0810 (Fig. 3*E*). These fragments indicate the presence of acetylated homospermidine (4,4′-diaminodibutylamine) and monosubstituted hydroxybenzoic acid (HB). The presence of two HB moieties accounts for the mass difference with rhodopetrobactin B, which instead contains two 3,4-dihydroxybenzoic acid (3,4-DHB) moieties. The neutral loss of 156.006 (between fragments at *m/z* 299.1590 and 143.1540) is consistent with the presence of citrate.

The molecule was isolated to confirm the proposed structure and determine the position of the hydroxyl group in the HB. NMR spectroscopy of the purified compound revealed two doublets in the aromatic region, clearly showing the *para* substitution of the HB moiety (Fig. 3*F*). Thus, the structure of the molecule, which we named methylolanthanin (MLL, **1**), was fully established and confirmed by NMR (*SI Appendix*, Fig. S3): a central citrate group is linked to two 4-HB moieties via homospermidine residues, each of which is acetylated at the central amine (Fig. 2*B*). Signals in the ^1^H NMR spectrum show varying degrees of unexpected splitting that can be explained by the presence of four conformers of roughly equal abundance stemming from different orientations of the two acetyl groups (*SI Appendix*, Fig. S4). The diastereotopic methylene groups in the citrate moiety show ^1^H NMR signals for four overlapping AB systems instead of two doublets with a roof effect (*SI Appendix*, Figs. S3 and S4). The overlap of the signals depends on the solvent system used (H_2_O/D_2_O vs. D_2_O; *SI Appendix*, Fig. S4). The signals of the secondary amine protons (only observed in H_2_O/D_2_O) also showed additional splitting most probably caused by the four possible conformers (see *SI Appendix*, Fig. S4 for deconvoluted signals).

Furthermore, we were able to show via direct injection mass spectrometry that methylolanthanin is capable of binding lanthanides of varying sizes by injecting premixed samples of MLL with La(III), Nd(III), and Lu(III). In each case, a complex of the formula [MLL-H^+^+Ln^3+^]^2+^ can be found with the corresponding isotopic pattern of La, Nd, and Lu (Fig. 4).

**Fig. 4.**
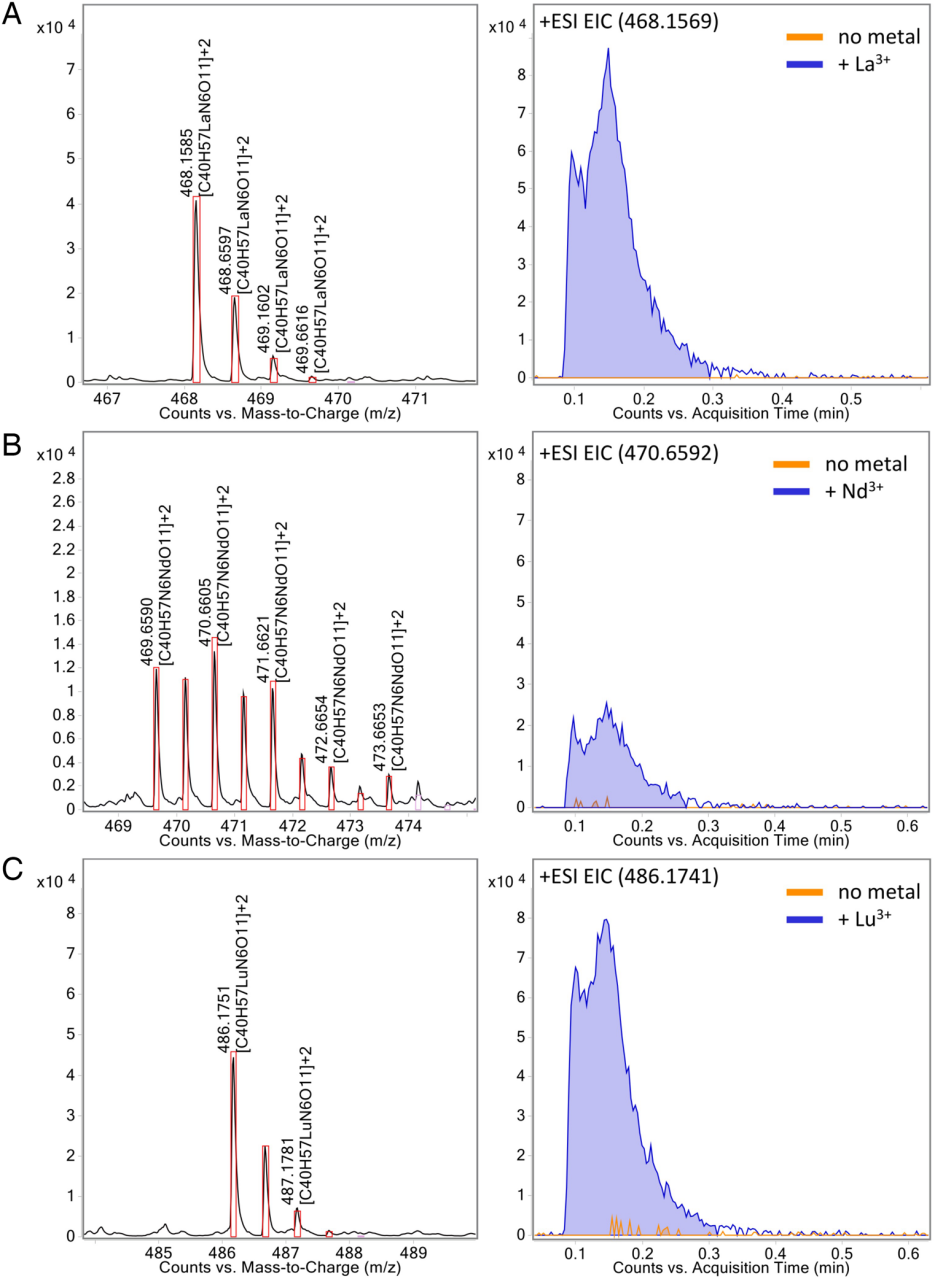
Methylolanthanin binds lanthanum (La), neodymium (Nd), and lutetium (Lu). EICs of methylolanthanin-Ln^3+^ complexes and corresponding mass spectra showing the isotopic pattern supporting complex formation. (*A*) La^3+^, (*B*) Nd^3+^, and (*C*) Lu^3+^. Theoretical isotopic patterns are indicated by boxes.

### Phenotypic Analysis of Methylolanthanin Mutants.

To better understand the effect methylolanthanin has on the physiology of *M. extorquens* AM1, the growth and Ln bioaccumulation and adsorption of Δ*mxaF*Δ*mll* and Δ*mxaF*/pMLL were studied alongside a Δ*mxaF* control. As shown above, Δ*mxaF* exhibited a clear defect when grown with Nd_2_O_3_ compared to when grown with NdCl_3_ (Fig. 1*A*). This defect was rescued when the *mll* cluster was overexpressed; Δ*mxaF*/pMLL Nd_2_O_3_ cultures grew at a rate of 0.026 h^−1^, a nearly 50% increase compared to the growth of Δ*mxaF* with Nd_2_O_3_ and a growth rate closer to that of Δ*mxaF* on NdCl_3_ (0.037 h^−1^) (Fig. 5*A*). Interestingly, Δ*mxaF*/pMLL cultures incurred a defect in growth rate when compared to Δ*mxaF* when grown with soluble NdCl_3_ (Fig. 5*B*). Pure methylolanthanin (50 nM), isolated from Δ*mxaF*/pMLL cultures, was added to Δ*mxaF* or Δ*mxaF*Δ*mll* growing with 2 μm NdCl_3_, 50 nM NdCl_3_, or 1 μm Nd_2_O_3_ to assess the effect of the molecule on growth. Presence of exogenous methylolanthanin significantly increased growth yield (maximal OD in stationary phase) of both cultures when grown with 2 μm NdCl_3_ (*P* values = 0.036 and 0.037) or 50 nM NdCl_3_ (*P* values = 0.0158 and 0.00592) (Fig. 5*C* and *SI Appendix*, Fig. S5).

**Fig. 5.**
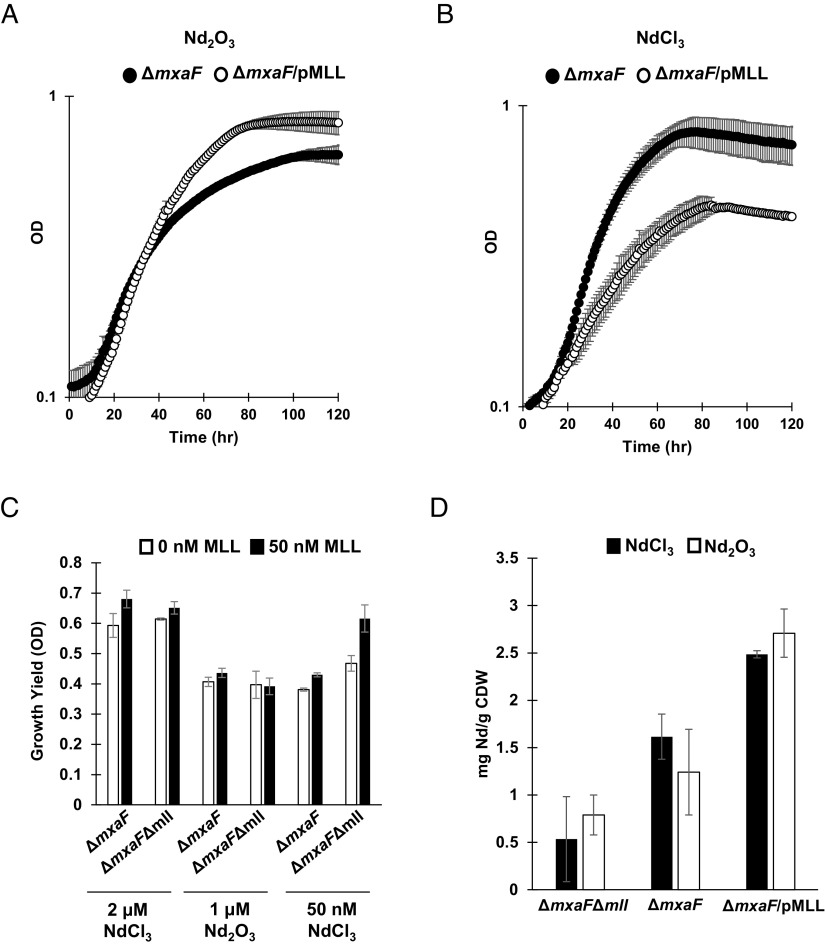
Manipulation of *mll* affects growth yield and neodymium bioaccumulation. (*A*) Growth of Δ*mxaF* (filled circles) and Δ*mxaF*/pMLL (empty circles) with 1 μm Nd_2_O_3_. Individual data points represent the mean of three replicates and error bars represent SD. (*B*) Growth of Δ*mxaF* (filled circles) and Δ*mxaF*/pMLL (empty circles) with 2 μm NdCl_3_. Individual data points represent the mean of three replicates and error bars represent SD. (*C*) Growth yield of Δ*mxaF* and Δ*mxaF*Δ*mll* growing with 2 μm NdCl_3_, 1 μm Nd_2_O_3_, or 50 nM NdCl_3_, with or without 50 nM MLL. Values represent the mean of three replicates and error bars represent SD. (*D*) Intracellular accumulation of Nd by Δ*mxaF*Δ*mll*, Δ*mxaF*, and Δ*mxaF*/pMLL with 2 μm NdCl_3_ and 1 μm Nd_2_O_3_. Values represent the mean of three replicates and error bars represent SD.

As Ln-dependent growth of *M. extorquens* AM1 has previously been shown to be tied to Ln bioaccumulation, inductively coupled plasma mass spectrometry (ICP-MS) was used to measure cellular concentrations of Nd within Δ*mxaF,* Δ*mxaF*Δ*mll*, and Δ*mxaF*/pMLL grown with Nd_2_O_3_ or NdCl_3_ (14, 35). Δ*mxaF* bioaccumulated and adsorbed Nd to levels previously reported for other light Ln (Fig. 5*D*) (35). Deletion of *mll* decreased Nd bioaccumulation and adsorption with both Ln sources, notably by 1.8-fold in the NdCl_3_ condition, while overexpression of *mll* increased Nd bioaccumulation and adsorption by 3.5-fold on average (Fig. 5*D*).

### *mll* Promoter Responds to Neodymium and Iron.

As methylolanthanin has shared structural similarities to the siderophore rhodopetrobactin, the response of its production to iron limitation was measured through a fluorescent promoter fusion assay. The intergenic, 700 bp region upstream of the first *mll* biosynthetic gene, *mllA*, was fused to mCherry to generate pAZ6 (*SI Appendix*, Fig. S6). In a Δ*mxaF* background, activity of the *mll* promoter increased when cells were provided methanol and NdCl_3_ compared to multicarbon growth on succinate without lanthanides. Activity of the *mll* promoter further increased when the cells were provided methanol and Nd_2_O_3_, a result that mirrors *mll* expression levels determined by RNAseq (Figs. 1*B* and 6*A*).

**Fig. 6.**
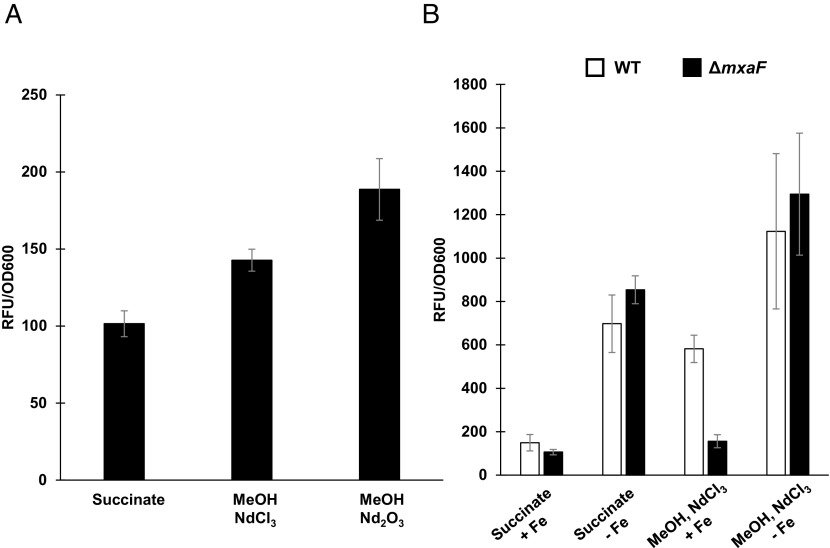
*mll* transcription is responsive to neodymium and iron. (*A*) Fluorescence of *mll* promoter fusion strain, Δ*mxaF*/pAZ6 in response to neodymium addition and neodymium solubility. Bars represent the mean of three replicates and error bars represent SD. (*B*) Fluorescence of *mll* promoter fusion strains, Δ*mxaF*/pAZ6 (black) and WT/pAZ6 (white), in response to iron limitation. Bars represent the mean of three replicates and error bars represent SD. All values have had background fluorescence of an empty vector control subtracted.

WT/pAZ6 and Δ*mxaF*/pAZ6 were each grown in iron-limiting medium and the activity of the *mll* promoter was measured. Both strains showed increases in promoter activity in response to iron limitation, regardless of carbon source. Promoter activity in response to iron-deplete medium was the same between strains when grown in succinate (*P* = 0.193) or with methanol and NdCl_3_ (*P* = 0.376). Promoter activity in response to iron-replete medium was also the same between strains when grown in succinate (*P* = 0.152). The only condition in which the promoter activity differed between the strains was when grown in iron-replete medium with methanol and NdCl_3_, where activity was significantly lower for Δ*mxaF*/pAZ6 compared to WT/pAZ6 (*P* = 0.0014) (Fig. 6*B*).

## Discussion

Metallophores for iron, zinc, copper, nickel, and molybdenum have been chemically and biosynthetically elucidated. No Ln-specific metallophore (lanthanophore) has been discovered even as Lns are essential cofactors for certain alcohol dehydrogenases (36). Here, we report the chemical structure, biosynthesis, and physiological relevance for methylolanthanin (**1**), a Ln-binding metallophore involved in lanthanide metabolism. The narrow taxonomic distribution of *mll* (*SI Appendix*, Fig. S1) and the common function of homologous molecules as Fe-binding siderophores suggest that the methylolanthanin pathway entered *Methylorubrum* through horizontal gene transfer and evolved to chelate Ln in addition to Fe, although further study is required to confirm this hypothesis. It has been previously shown by Klebensberger and coworkers that growth of the Ln-utilizer *P. putida* KT2440 in the presence of lanthanides is influenced by iron levels in the medium (37). It is likely that Ln and Fe metabolism are strongly intertwined; here we see that *mll* promoter activity is responsive to both neodymium and iron (Fig. 6). Interestingly, we find the activity of the *mll* promoter to perturbations in Nd and Fe levels to be variable depending on the presence or absence of *mxaF*, suggesting a complex relationship between proteins involved in the Ln-switch, lanthanides, and iron.

Metallophores benefit the organisms that produce them and the “cheaters” that utilize them (38, 39). Methylolanthanin may provide a benefit for producers in environments where Ln are poorly bioavailable, such as the soil and phyllosphere, whereas Ln-utilizing extremophiles in Ln-richly-bioavailable environments would not require the production of such a molecule. Surveying the RefSeq nonredundant protein record for organisms that encode clusters like the *mll* cluster, we find similar clusters in mesophilic, methylotrophic Ln-utilizing organisms but not in extremophilic, methylotrophic Ln-utilizing organisms (ex: *Methylacidiphilum fumariolicum* SolV, isolated from a volcanic mudpot) (*SI Appendix*, Fig. S1).

Growth of Δ*mxaF*Δ*mll* (*SI Appendix*, Fig. S5) denotes that production of methylolanthanin is not essential under the conditions tested. This leaves open questions about alternative systems for Ln uptake, perhaps through nonspecific ion transporters or through the production of other chelation systems. Previous work has shown extracts of a *M. extorquens* strain evolved to use the heavy Ln Gd have exhibited a sixfold increase in PQQ levels compared to Δ*mxaF* extracts (35). Additionally, PQQ has been shown to be able to bind Ln (40, 41). 

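With all 9 libraries, TMM normalization and no block, none of the *pqq* genes matched by symbol passed edgeR's test between Nd_2_O_3_ and the wild type without Ln, but several were called under the other settings given below. The log2 fold changes were 0.12 for *pqqE* (adjusted p = 0.472 from edgeR's quasi-likelihood test), 0.08 for *pqqC* (adjusted p = 0.687), −0.17 for *pqqB* (adjusted p = 0.398) and 0.25 for META1p1751 (adjusted p = 0.261). With library totals *pqqE* (0.46, adjusted p = 0.0191 from edgeR), *pqqC* (0.42, adjusted p = 0.0332) and META1p1751 (0.59, adjusted p = 0.00458) were called higher. Limma on log2(FPKM + 1) and log2(FPKM + 0.1) called the same 3 genes. The orphan *pqqA* copies were at 0.32 for META1p4628 (standard error 0.21, adjusted p = 0.243 from edgeR) and 0.49 for META1p4629 (standard error 0.19, adjusted p = 0.0567). The list of 6 *pqq* genes had 0 called members in edgeR (0 when adjusted over the list alone, camera adjusted p = 0.402), and 1, META1p4629, both at an unadjusted p under 0.05 and with DESeq2. Compared with NdCl_3_, Nd_2_O_3_ gave lower expression of 5 of the 6, with *pqqB* at −0.53 (adjusted p = 0.0128 from edgeR), *pqqE* at −0.34 (adjusted p = 0.0422) and META1p1751 at −0.79 (adjusted p = 0.00234), while *pqqC* did not pass the test (−0.05, adjusted p = 0.758); under scaling by library totals all 4 turned positive, and *pqqE* (0.50, adjusted p = 0.00680) and *pqqC* (0.79, adjusted p = 3.78e-04) were called higher.

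That list was lower with Nd_2_O_3_ than with NdCl_3_ at a camera adjusted p of 0.0286, and an adjusted p = 0.517 with an estimated correlation (5 lower when adjusted over the list alone). META1p4629 was higher with Nd_2_O_3_ than in the wild type when the replicate number was a block (0.50, adjusted p = 0.0269 from edgeR), with only the 6 libraries compared (adjusted p = 0.0223), with DESeq2 (adjusted p = 0.0472), with TMM factors from genes outside the stretch META1p0397 to META1p1634 (adjusted p = 0.0496) or without that stretch (adjusted p = 0.0420), both chosen after the values were seen, and with library totals (0.84, adjusted p = 3.62e-04). META1p4628 was called with library totals (0.66, adjusted p = 0.00195), and limma on the deposited log2(FPKM + 1) called both copies (adjusted p = 0.00228 for META1p4628 and 4.36e-04 for META1p4629). For Nd_2_O_3_ against NdCl_3_, the call on *pqqB* was lost without NdCl_3_ replicate 2 (adjusted p = 0.0574 from edgeR) or Nd_2_O_3_ replicate 2 (0.0516), and that on *pqqE* with DESeq2 (0.0673), with RLE size factors (0.0847), without RNA genes (0.0881) and without NdCl_3_ replicate 2 (0.110) or 3 (0.128) or Nd_2_O_3_ replicate 1 (0.0827), 2 (0.0926) or 3 (0.119).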

While in this study we did not observe an increase in the expression of most PQQ biosynthetic genes during growth with poorly bioavailable Nd_2_O_3_, we did observe increased expression of two orphan *pqqA* genes (Fig. 1*B*). *pqqA*, encoding the peptide precursor to PQQ, has previously been reported to be nonessential for PQQ biosynthesis in *M. extorquens* AM1, but orphan *pqqA* copies were not investigated in these studies (42). In *Methylovorus* sp. MP688, which is equipped with five *pqqA* copies, the availability of PqqA has been shown to be a rate-determining step in PQQ biosynthesis (43). Taken together, it is possible that PqqA could be a component of an alternative Ln uptake system.

It is known that *M. extorquens* AM1 is responsive to Ln levels as low as 2.5 nM, but it is not yet known why Ln are bioaccumulated at much higher levels (19, 44). *M. extorquens* AM1 is a candidate to recover lanthanides selectively from electronic waste and old magnets (44). Previously it has been shown that *M. extorquens* AM1 can selectively bioaccumulate Nd from NdFeB magnets, hence neodymium salts were chosen in this study. Clearly, *M. extorquens* AM1 stores far more Ln than it requires for robust growth. Cultures of Δ*mxaF*Δ*mll* exhibit a 30% decrease in bioaccumulation and adsorption yet can grow similarly to Δ*mxaF* cultures that exhibit typical levels of Ln bioaccumulation and adsorption (Fig. 5*D* and *SI Appendix*, Fig. S5). Further research is needed to understand the complex relationship between growth and Ln storage.

The most striking feature of methylolanthanin is the 4-HB moiety, which has not been reported in any characterized metallophore. Baars et al., reported small amounts of rhodopetrobactin analogs from *R. palustris*, rhodopetrobactins A - O, A - 2O, and B - O, that also contain one or two HB moieties (possibly 4-HB) in place of 3,4-DHB. The molecular weight of methylolanthanin would be equivalent to “rhodopetrobactin B - 2O”, which was not observed by Baars et al., Conversely, we did not observe any putative 3,4-DHB–containing analogues in the *M. extorquens* AM1 supernatant. In petrobactin biosynthesis, 3,4-DHB is produced directly from dehydroshikimate by the dehydratase AsbF (45), and thus 4-HB and methylolanthanin are likely bona fide analogs of 3,4-DHB and rhodopetrobactin B rather than their biosynthetic intermediates. The presence of 4-HB in a metallophore is unexpected, as most metallophore structures contain bidentate chelating moieties. We have shown elsewhere that Fe bioaccumulation and adsorption remain unaffected by overexpression of *mll* (44). The Ln affinity of methylolanthanin may be stalled at a local fitness peak, where evolving greater affinity for Ln binding would incur a fitness disadvantage that cannot occur under selection. Siderophores, zincophores, and other metallophores exhibit convergent evolution, where biosynthetically unrelated molecules share the same function. The existence of methylolanthanin suggests that other lanthanophores may have evolved, possibly with varying lanthanide affinity and selectivity.

The identification of methylolanthanin, a structurally unique lanthanide metallophore, indicates that lanthanides can interact with microbial specialized metabolite production. Here, we have shown not only the structure of this molecule but also its physiological relevance; methylolanthanin production is highly up-regulated in response to poorly soluble lanthanides and is required for wild-type levels of lanthanide bioaccumulation and adsorption. We also find that *M. extorquens* AM1 can be engineered to bioaccumulate and adsorb high levels of lanthanides through overproducing methylolanthanin, an important finding for the use of this organism in biomining (44). Looking forward, we anticipate more lanthanophores to be identified alongside the mechanisms for their production, regulation, and transportation.

## Materials and Methods

### General Working and Culturing Conditions.

MilliQ grade water and HPLC grade solvents were used in this work, unless otherwise stated. For mass spectrometry and related experiments, LCMS grade solvents were used. Culturing occurred under sterile conditions. *M. extorquens* AM1 strains [WT Rif^R^ derivative (46), Δ*mxaF* (47), Δ*mxaF*/pMLL, and Δ*mxaF*Δ*mll*] were grown in Hypho medium (48) (K_2_HPO_4_ 14.5 mM, NaH_2_PO_4_ 18.8 mM, MgSO_4_·7H_2_O 0.8 mM, (NH_4_)_2_SO_4_ 3.8 mM, FeSO_4_·7H_2_O 3.69 μm, Na_2_·EDTA·2H_2_O 26.86 μm, CaCl_2_·2H_2_O 9.98 μm, MnCl_2_·4H_2_O 5.11 μm, (NH_4_)_6_Mo_7_O_2_ 0.18 μm, CuSO_4_ 1.26 μm, CoCl_2_·6H_2_O 6.72 μm, ZnSO_4_·7H_2_O 15.3 μm) but reducing the phosphate concentration by half, from 33.3 mM to 16.6 mM (referred to as ½ Hypho). FeSO_4_·7H_2_O was omitted for iron-deplete media. 3 mL cultures with 15 mM succinate (MilliporeSigma) were grown overnight in 15 mL round-bottom glass culture tubes (Thermo Fisher Scientific) at 30 °C and 200 rpm and then diluted into the desired volume of fresh ½ Hypho to an OD600 of 0.1. When necessary, sucrose, kanamycin, chloramphenicol, ampicillin, and methylolanthanin were added to final concentrations of 5%, 50 μg/mL, 12.5 μg/mL, 50 μg/mL, and 50 nM, respectively. Growth curves were obtained with 650 µL cultures grown in transparent 48-well plates (Corning) incubated at 30 °C and 548 rpm using a Synergy HTX plate reader (Biotek). Excitation and emission spectra used for promoter fusion assays were 585 nm and 620 nm, respectively. Fluorescence units were divided by OD600 at stationary phase for both test conditions and for an empty, uninduced pTE1877 control. The above conditions were used unless otherwise noted.

### RNA sequencing.

50 mL ½ Hypho medium supplemented with 50 mM methanol and 1 μm Nd_2_O_3_ (99.99%, Chempur) or 2 μm NdCl_3_ (99.99%, MilliporeSigma) was used to culture WT AM1 and Δ*mxaF* in 250 mL glass Erlenmeyer flasks to mid-exponential phase (OD600 = 0.6). Total RNA samples were generated and quality was corroborated as described previously (49). rRNA depletion using the Ribo-Zero RNA Plus rRNA Depletion Kit (Illumina), library preparation, and Illumina Hi-Seq sequencing were performed by the Microbial Genome Sequencing Center (MiGS). Using KBase (50), reads were aligned with HISTAT2, transcripts were assembled with StringTie, and DEGs were identified using DESeq2.

### Comparative Genomics.

Gene cluster functions were predicted using hmmscan (EMBL webserver) (51, 52) and through NCBI BLAST (53) matches against the rhodopetrobactin BGC from *R. palustris* TIE-1 (25). Genomes were retrieved from NCBI RefSeq (54) in Genbank and protein fasta formats using ncbi-genome-download v0.3.3 (55) for phylogenetic analysis. The following genomes were selected: complete genomes from *Methylorubrum* and *Methylobacterium*, draft representative genomes from *Methylorubrum*, and three additional *Methylobacteriaceae* genomes as an outgroup (*SI Appendix*, Fig. S1 and Table S1). The phylogenetic tree was reconstructed from conserved protein groups using PhyloPhlAn v3.0.67 with the following configuration parameters: “-d a --msa mafft --tree1 raxml --db_aa diamond --map_aa diamond” and “--diversity medium” (56–58). Homologs of the methylolanthanin locus were found using a custom version of antiSMASH v7.0.1 (31) (https://doi.org/10.5281/zenodo.8348225), detection rule for homologs of the petrobactin biosynthetic genes *asbABCDE*. A BGC region met the “AsbABCDE” rule if it contained matches to existing antiSMASH models for IucA_IucC (*asbA/asbB*), AMP-binding (*asbC*), and PP-binding (*asbD*), as well as the Pfam model for DUF6005 (*asbE*, PF19468.2) (59). No *asbF* model was used due to a low bitscore between *mllF* and the expected Pfam model PF01261.27. The multiSMASH workflow (60) was used to scan the downloaded Genbank files for *asbABCDE* homologs and tabulate the results. BGC presence and absence was mapped to the phylogenetic tree with iTOL v6.8 (30). An additional 85 XoxF-containing genomes, listed in Huang et al., 2018, were downloaded from the JGI Genome Portal in paired fasta/gff format and scanned using the same multiSMASH/antiSMASH workflow. Default parameters were used for all software unless otherwise specified. A BGC region met the AsbABCDE rule if it contained matches to existing antiSMASH models for IucA_IucC (*asbA/asbB*), AMP-binding (*asbC*), and PP-binding (*asbD*), as well as the Pfam model for DUF6005 (*asbE*, PF19468.2) (59). No *asbF* model was used due to a low bitscore between *mllF* and the expected Pfam model PF01261.27.

### DNA Manipulation.

Primers used for plasmid and strain construction are listed in *SI Appendix*, Table S2 and Fig. S6. All fragments were amplified with Phusion DNA polymerase (New England Biolabs). Fragments for pMLL were fused using in vivo yeast DNA assembly (61). Competent *Saccharomyces cerevisiae* HZ848 were freshly prepared and transformed with a mixture of purified PCR products and spread on uracil dropout medium (MilliporeSigma). Prototrophic colonies were grown in uracil dropout medium (MilliporeSigma) at 30 °C and 250 rpm and the plasmid was purified using the Yeast Plasmid MiniPrep II Kit (Zymo Research). The plasmid was transformed into TransforMax EPI300TM *Escherichia coli* (Lucigen) and induced according to the manufacturer’s protocol. pMLL was purified using the BAC DNA Miniprep Kit (Zymo Research). pMLL was then electroporated into Δ*mxaF* to generate Δ*mxaF*/pMLL. Fragments for *mll* deletion vector pMS2 were fused using Gibson Assembly Master Mix (New England Biolabs), transformed into competent DH5α *E. coli* (New England Biolabs), and purified using the GeneJET Plasmid Miniprep Kit (Thermo Fischer Scientific). Counterselection was achieved through patching onto Hypho succinate sucrose and Hypho succinate kanamycin plates and selecting colonies with a successful double crossover event (growth on sucrose, no growth on kanamycin). The deletion of the *mll* cluster and absence of suppressor mutations was confirmed by whole genome sequencing (SeqCenter). The *mll* promoter fusion vector pAZ6 was generated through separate double digestions of pTE1877 and the *mll* promoter fragment with AatII and XbaI (New England Biolabs), which were then ligated together using T4 DNA ligase (New England Biolabs) (62). Full plasmid sequencing (Primordium) confirmed the sequence of all constructs (*SI Appendix*, Fig. S6).

### Analytical Scale Identification of Methylolanthanin From Crude Extracts.

50 mL ½ Hypho medium supplemented with 50 mM methanol and 1 μm Nd_2_O_3_ (99.99%, Chempur) was used to culture Δ*mxaF* and Δ*mxaF*/pMLL in 250 mL Erlenmeyer flasks to late-exponential phase (OD_600_ = 0.8). Supernatants were harvested by centrifugation at 4,000×*g* at 4 °C. 25 mL of lyophilized supernatant equivalent were dissolved into 6 mL water and extracted using solid phase on HLB column preparation (MN Chromabond; 60 μm, 500 mg). HLB columns were conditioned with methanol (2 × 6 mL) and then equilibrated with water (2 × 6 mL). The sample was loaded onto the column, the column was washed with water (3 × 6 mL), dried with vacuum, and then eluted with methanol (2 × 6 mL). Methanol was removed in vacuo, the concentrated samples were dissolved in water/acetonitrile (50/50, 1 mL), and the sample was syringe filtered (0.2 μm PTFE).

A 2.5 µL sample was injected into an Agilent QTOF 6530 C coupled to an Agilent HPLC 1260 Infinity II instrument (G7115A 1260 DAD WR, G7116A 1260 MCI, G7167A 1260 multisampler, G7104C 1260 flexible pump). A C18 porous core column (Agilent Poroshell 120 EC-C18, 3.0 × 150 mm, 2.7 μm) was used for chromatography at 30 °C. The mobile phase consisted of solvent A (water + 0.1% formic acid (FA)) and solvent B (acetonitrile + 0.1% FA). The flow rate was set to 0.7 mL/min. After injection, the samples were eluted with the following method: 0 to 2 min 2% B, 2 to 20 min 2 to 98% B, followed by a 6-min washout phase at 98% B and a 3-min re-equilibration phase at 2% B. Data-dependent acquisition (DDA) of MS/MS spectra was performed in both positive and negative modes. ESI, MS, and MS/MS parameters are described in *SI Appendix*.

### Feature Finding in MZmine.

MS/MS spectra were converted to .mzML files using MSConvert (*ProteoWizard*) (63). MS1 feature extraction and MS/MS pairing were performed with MZmine 3 (34). For positive mode data, an intensity threshold of 2.5E2 for MS1 spectra and of 0 for MS/MS spectra was used. MS1 ADAP chromatogram building was performed within a 20 ppm mass window and a minimum highest intensity of 7.5E3 was set. XICs were deconvoluted using the local minimum search algorithm with a chromatographic threshold of 85%, a search minimum in RT range of 0.1 min, and a min ratio of peak top/edge of 1.8. Isotope features were grouped and features from different samples were aligned with 3 ppm mass tolerance and 0.05 min retention time tolerance. MS1 peak lists were joined using an m/z tolerance of 8 ppm and retention time tolerance of 0.4 min; alignment was performed by placing a weight of 75 on m/z and 25 on retention time. Gap filling was performed using an intensity tolerance of 20%, an m/z tolerance of 20 ppm, and a retention tolerance of 0.07 min. Feature areas and the corresponding MS/MS consensus spectra were exported as .csv and .mgf files respectively for postprocessing using R and GNPS.

For negative mode data, an intensity threshold of 6E2 for MS1 spectra and of 0 for MS/MS spectra was used. MS1 ADAP chromatogram building was performed within a 20 ppm mass window and a minimum highest intensity of 1.0E3 was set. XICs were deconvoluted using the local minimum search algorithm with a chromatographic threshold of 87.5%, a search minimum in RT range of 0.1 min, and a min ratio of peak top/edge of 1.8. Isotope features were grouped and features from different samples were aligned with 3 ppm mass tolerance and 0.08 min retention time tolerance. MS1 peak lists were joined using an m/z tolerance of 8 ppm and retention time tolerance of 0.4 min; alignment was performed by placing a weight of 75 on m/z and 25 on retention time. Gap filling was performed using an intensity tolerance of 20%, an m/z tolerance of 20 ppm, and a retention tolerance of 0.08 min. Feature areas and the corresponding MS/MS consensus spectra were exported as .csv and .mgf files respectively for postprocessing using R Stuido (64) and GNPS (33).

### Classical Molecular Networking.

All .mzML files were uploaded to the classical molecular networking workflow in GNPS for spectral networking and spectral library matching (gnps.ucsd.edu). For spectral library matching and spectral networking, the minimum cosine score to define spectral similarity was set to 0.7. The Precursor and Fragment Ion Mass Tolerances were set to 0.02 Da and Minimum Matched Fragment Ions to 4, Minimum Cluster Size to 1 (MS Cluster off). When Analog Search was performed the maximum mass difference was set to 100 Da. The GNPS job for positive analysis can be accessed through the following link: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=c9fd99a7d4e147e5a281c23701ac0d2b (molecular family component index 753/cluster index 182991); the negative analysis can be accessed through the following link: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=d907c098d05a44b29ed7f670669c2a34 (molecular family component index 131/cluster index 429623).

### Large-Scale Cultivation, Extraction, and Purification of Methylolanthanin.

3 mL cultures of *ΔmxaF*/pMLL were grown in MP medium supplemented with 15 mM succinate and 50 µg/mL kanamycin overnight at 29 °C and 200 rpm in 14 mL vented cap culture tubes (Greiner). Multiple cultures were inoculated into 250 mL of MP medium supplemented with 15 mM succinate and 50 µg/mL kanamycin within a 500 mL Ultra Yield flask (Thompson Instrument) to a starting OD of 0.1 and were grown overnight at 29 °C and 200 rpm. The cells were separated by centrifugation (7 min, 1,800×*g*, r.t.) and washed with ½ Hypho medium (48) supplemented with 125 mM methanol and 50 µg/mL kanamycin. The cells were then resuspended in 5 mL of the same medium and up to five 1 L cultures (½ Hypho, 50 µg/mL kanamycin, 125 mM methanol, 1 μm Nd_2_O_3_) were inoculated at a starting OD of 0.1 in 2.5 L Ultra Yield flasks (Thompson Instrument). The cells were grown at 29 °C and 200 rpm until late stationary phase. The supernatant was obtained as a yellowish liquid after centrifugation (7 min, 15,970×*g*, r.t.) and filtration (0.2 μm, PES).

For large scale solid phase extraction a *puriFlash®* plastic column (60 × 205 mm) was packed with HLB material (MN, 60 μm, 42 g). The column was equilibrated with methanol (2 × 500 mL) and water (2 × 500 mL). Then, up to 2 L of supernatant was loaded onto the column, and the column was washed with water (3 × 500 mL) and fully dried under nitrogen. The column was eluted with methanol (2 × 500 mL) into a 1 L round bottom flask. The solvent was removed in vacuo and the resulting residue was redissolved in water and lyophilized. By this method, an average of 0.07 mg organic matter/mL supernatant was obtained.

HPLC purification was performed on an Agilent 1260 Infinity II preparative HPLC system (G7161A, G7165A, G1364E) equipped with an *Dr. Maisch* ReproSil Gold 120 C18 column (250 × 20 mm, 5 μm). The used solvent system was water/acetonitrile + 0.1% FA. The flow was set to 13.2 mL/min and the method was as follows: isocratic for 2 min at 98/2 water/acetonitrile, then in 40.8 min to 48/52 water/acetonitrile and in 5 min to 2/98 which was held for 10 min; retention time of methylolanthanin: 26 min (*SI Appendix*, Fig. S7). The concentration of a MLL stock solution was determined by qNMR which was then used to obtain the extinction coefficient via UV–Vis (*SI Appendix*, Fig. S8).

### NMR Spectroscopy.

NMR spectra were either recorded on an 800 MHz *Bruker* Avance III HD spectrometer equipped with a triple channel cryogenic probe at 298.15 K or on a 500 MHz *Bruker* BioSpin spectrometer equipped with a broad band observe 5-mm BB-H & CryoProbe^TM^ prodigy at 298.15 K. Spectra were recorded in 3 mm NMR tubes in a 9:1 H_2_O/D_2_O (D_2_O 99.9% + 0.03% TMSP, Deutero) mixture as well as, after lyophilization and redissolving, in D_2_O only. If water suppression was applied the sequence zgesgp was used. All signals were assigned (*SI Appendix*, Fig. S4) using ^1^H, ^1^H-COSY, ^1^H, ^1^H-NOESY, ^1^H, ^1^H-TOCSY and phase-sensitive ^1^H, ^13^C-HSQC and ^1^H, ^13^C-HMBC experiments (*SI Appendix*, Figs. S9–S13). Chemical shifts (*δ*) are reported in parts per million (ppm) using TMSP (0 ppm) as reference.

### Metal-Binding Experiments via Mass Spectrometry.

Metal-binding experiments were performed using an Agilent QTOF 6530 C coupled to an Agilent HPLC 1260 Infinity II instrument (G7115A 1260 DAD WR, G7116A 1260 MCI, G7167A 1260 multisampler, G7104C 1260 flexible pump) via direct injection without a column and instead using a capillary (solvent system 1:1 water/acetonitrile + 0.1 FA, 0.7 mL/min flow) in positive mode. Samples were prepared by mixing methylolanthanin with an excess of LnCl_3_ (Ln = La, Nd, or Lu; purity: 99.99%) in a 1:1 methanol/water mixture.

### Elemental Analysis of Culture Pellets.

50 mL ½ Hypho medium supplemented with 50 mM methanol and 1 μm Nd_2_O_3_ (99.99%, Chempur) was used to culture Δ*mxaF,* Δ*mxaF*/pMLL, and Δ*mxaF*Δ*mll* in 250 mL Erlenmeyer flasks to late-exponential phase (OD600 = 0.8). Cells were pelleted at 4,000×*g* and pellets were washed with water (3 × 10 mL) and resuspended in 1 mL of water and 1 mL of TraceMetal Grade 70% HNO_3_ (Thermo Fisher Scientific). Acidified cell pellets were boiled at 90 °C for 1 h and pelleted at 4,000×*g*. 1 mL of each sample was diluted with 19 mL of water. Samples were analyzed via ICP-MS (Laboratory for Environmental Analysis).

## Supplementary Material

Appendix 01

## Data Availability

The sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus under the Accession No. GSE244060 (20). All MS .raw and centroided .mzML files are publicly available in the mass spectrometry interactive virtual environment (MassIVE) under massive.ucsd.edu with project identifiers MSV000090804 and MSV000083729, available at the following links: ftp:// and ftp:// (65, 66). Classical and feature-based molecular networking for positive mode data can be accessed through gnps.ucsd.edu under the following direct links: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=c9fd99a7d4e147e5a281c23701ac0d2b (classical MN) and https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=def58641630e488985bfbe5a15c94e32 (feature-based MN). Classical and feature-based molecular networking for negative mode data can be accessed through gnps.ucsd.edu under the following direct links: https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=d907c098d05a44b29ed7f670669c2a34 (classical MN) and https://gnps.ucsd.edu/ProteoSAFe/status.jsp?task=0478820eab694254b9eba0bbe4de2be6 (feature-based MN) (67). All R code can be accessed at the following link: https://github.com/allegra-aron/Lanthanophore_2023. All other data are included in the manuscript and/or *SI Appendix*.

## References

[1] E. I. Solomon, U. M. Sundaram, T. E. Machonkin, Multicopper oxidases and oxygenases. Chem. Rev. **96**, 2563–2606 (1996).11848837 10.1021/cr950046o

[2] C. Andreini, I. Bertini, G. Cavallaro, G. L. Holliday, J. M. Thornton, Metal ions in biological catalysis: From enzyme databases to general principles. J. Biol. Inorg. Chem. **13**, 1205–1218 (2008).18604568 10.1007/s00775-008-0404-5

[3] K. J. Waldron, J. C. Rutherford, D. Ford, N. J. Robinson, Metalloproteins and metal sensing. Nature **460**, 823–830 (2009).19675642 10.1038/nature08300

[4] S. M. Kraemer, O. W. Duckworth, J. M. Harrington, W. D. C. Schenkeveld, Metallophores and trace metal biogeochemistry. Aquat. Geochem. **21**, 159–195 (2015).

[5] J. Kramer, Ö. Özkaya, R. Kümmerli, Bacterial siderophores in community and host interactions. Nat. Rev. Microbiol. **18**, 152–163 (2020).31748738 10.1038/s41579-019-0284-4PMC7116523

[6] S. Gama , Iron coordination properties of gramibactin as model for the new class of diazeniumdiolate based siderophores. Chemistry **27**, 2724–2733 (2021).33006390 10.1002/chem.202003842PMC7898861

[7] L. Qi , Fur in *Magnetospirillum gryphiswaldense* influences magnetosomes formation and directly regulates the genes involved in iron and oxygen metabolism. PLoS ONE **7**, e29572 (2012).22238623 10.1371/journal.pone.0029572PMC3251581

[8] K. A. Mettrick, I. L. Lamont, Different roles for anti-sigma factors in siderophore signalling pathways of *Pseudomonas aeruginosa*. Mol. Microbiol. **74**, 1257–1271 (2009).19889096 10.1111/j.1365-2958.2009.06932.x

[9] B.-E. Ahn , Nur, a nickel-responsive regulator of the Fur family, regulates superoxide dismutases and nickel transport in *Streptomyces coelicolor*. Mol. Microbiol. **59**, 1848–1858 (2006).16553888 10.1111/j.1365-2958.2006.05065.x

[10] T. Nakagawa , A catalytic role of XoxF1 as La3+-dependent methanol dehydrogenase in *Methylobacterium extorquens* strain AM1. PLoS ONE **7**, e50480 (2012).23209751 10.1371/journal.pone.0050480PMC3507691

[11] N. M. Good , Lanthanide-dependent alcohol dehydrogenases require an essential aspartate residue for metal coordination and enzymatic function. J. Biol. Chem. **295**, 8272–8284 (2020).32366463 10.1074/jbc.RA120.013227PMC7294098

[12] M. Good Nathan , Pyrroloquinoline quinone ethanol dehydrogenase in *Methylobacterium extorquens* AM1 extends lanthanide-dependent metabolism to multicarbon substrates. J. Bacteriol. **198**, 3109–3118 (2016).27573017 10.1128/JB.00478-16PMC5075040

[13] M. Wehrmann, P. Billard, A. Martin-Meriadec, A. Zegeye, J. Klebensberger, Functional role of lanthanides in enzymatic activity and transcriptional regulation of pyrroloquinoline quinone-dependent alcohol dehydrogenases in *Pseudomonas putida* KT2440. mBio **8**, e00570-17 (2017).28655819 10.1128/mBio.00570-17PMC5487730

[14] P. Roszczenko-Jasińska , Gene products and processes contributing to lanthanide homeostasis and methanol metabolism in *Methylorubrum extorquens* AM1. Sci. Rep. **10**, 12663 (2020).32728125 10.1038/s41598-020-69401-4PMC7391723

[15] A. M. Ochsner , Use of rare-earth elements in the phyllosphere colonizer *Methylobacterium extorquens* PA1. Mol. Microbiol. **111**, 1152–1166 (2019).30653750 10.1111/mmi.14208PMC6850437

[16] A. E. Taunton, S. A. Welch, J. F. Banfield, Microbial controls on phosphate and lanthanide distributions during granite weathering and soil formation. Chem. Geol. **169**, 371–382 (2000).

[17] A. D. Kotelnikova, O. B. Rogova, V. V. Stolbova, Lanthanides in the soil: Routes of entry, content, effect on plants, and genotoxicity (a review). Eurasian Soil Sci. **54**, 117–134 (2021).

[18] J. H. L. Voncken, “The ore minerals and major ore deposits of the rare earths” in The Rare Earth Elements: An Introduction, J. H. Voncken, Eds. (Springer International Publishing, 2016), pp. 15–52. 10.1007/978-3-319-26809-5_2.

[19] N. Vu Huong , Lanthanide-dependent regulation of methanol oxidation systems in *Methylobacterium extorquens* AM1 and their contribution to methanol growth. J. Bacteriol. **198**, 1250–1259 (2016).26833413 10.1128/JB.00937-15PMC4859578

[20] A. Zytnick, GSE244060: Discovery and characterization of the first known biological lanthanide chelator. NCBI GEO. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE244060. Deposited 26 September 2023.

[21] N. M. Good, R. S. Moore, C. J. Suriano, N. C. Martinez-Gomez, Contrasting in vitro and in vivo methanol oxidation activities of lanthanide-dependent alcohol dehydrogenases XoxF1 and ExaF from *Methylobacterium extorquens* AM1. Sci. Rep. **9**, 4248 (2019).30862918 10.1038/s41598-019-41043-1PMC6414531

[22] W. Gu, J. D. Semrau, Copper and cerium-regulated gene expression in *Methylosinus trichosporium* OB3b. Appl. Microbiol. Biotechnol. **101**, 8499–8516 (2017).29032471 10.1007/s00253-017-8572-2

[23] S. Masuda , Lanthanide-dependent regulation of methylotrophy in *Methylobacterium aquaticum* strain 22A. mSphere **3**, e00462-17 (2018).10.1128/mSphere.00462-17PMC578424229404411

[24] F. Chu, M. E. Lidstrom, XoxF acts as the predominant methanol dehydrogenase in the type I methanotroph *Methylomicrobium buryatense*. J. Bacteriol. **198**, 1317–1325 (2016).26858104 10.1128/JB.00959-15PMC4859581

[25] O. Baars, F. M. M. Morel, X. Zhang, The purple non-sulfur bacterium *Rhodopseudomonas palustris* produces novel petrobactin-related siderophores under aerobic and anaerobic conditions. Environ. Microbiol. **20**, 1667–1676 (2018), 10.1111/1462-2920.14078.29473283

[26] J. Y. Lee , Biosynthetic analysis of the petrobactin siderophore pathway from *Bacillus anthracis*. J. Bacteriol. **189**, 1698–1710 (2007).17189355 10.1128/JB.01526-06PMC1855748

[27] M. A. Llamas, F. Imperi, P. Visca, I. L. Lamont, Cell-surface signaling in *Pseudomonas*: Stress responses, iron transport, and pathogenicity. FEMS Microbiol. Rev. **38**, 569–597 (2014).24923658 10.1111/1574-6976.12078

[28] B. Sachman-Ruiz , IurV, encoded by ORF VCA0231, is involved in the regulation of iron uptake genes in *Vibrio cholerae*. Genes **11**, 1184 (2020).33053678 10.3390/genes11101184PMC7600106

[29] F. Asnicar , Precise phylogenetic analysis of microbial isolates and genomes from metagenomes using PhyloPhlAn 3.0. Nat. Commun. **11**, 2500 (2020).32427907 10.1038/s41467-020-16366-7PMC7237447

[30] I. Letunic, P. Bork, Interactive tree of life (iTOL) v5: An online tool for phylogenetic tree display and annotation. Nucleic Acids Res. **49**, W293–W296 (2021).33885785 10.1093/nar/gkab301PMC8265157

[31] K. Blin , antiSMASH 7.0: New and improved predictions for detection, regulation, chemical structures and visualisation. Nucleic Acids Res. **51**, W46–W50 (2023), 10.1093/nar/gkad344.37140036 PMC10320115

[32] J. Huang, Z. Yu, L. Chistoserdova, Lanthanide-dependent methanol dehydrogenases of Xox4 and Xox5 clades are differentially distributed among methylotropic bacteria and they reveal different biochemical properties. Front. Microbiol. **9**, 1366 (2018).29997591 10.3389/fmicb.2018.01366PMC6028718

[33] M. Wang , Sharing and community curation of mass spectrometry data with Global Natural Products Social Molecular Networking. Nat. Biotechnol. **34**, 828–837 (2016).27504778 10.1038/nbt.3597PMC5321674

[34] R. Schmid , Integrative analysis of multimodal mass spectrometry data in MZmine 3. Nat. Biotechnol. **41**, 447–449 (2023).36859716 10.1038/s41587-023-01690-2PMC10496610

[35] N. M. Good , Hyperaccumulation of gadolinium by *Methylorubrum extorquens* AM1 reveals impacts of lanthanides on cellular processes beyond methylotrophy. Front. Microbiol. **13**, 820327 (2022).35369483 10.3389/fmicb.2022.820327PMC8969499

[36] M. Y. Voutsinos, J. A. West-Roberts, R. Sachdeva, J. W. Moreau, J. F. Banfield, Do lanthanide-dependent microbial metabolisms drive the release of REEs from weathered granites? bioRxiv [Preprint] (2022). 10.1101/2022.03.08.483559 (Accessed 5 September 2023).

[37] M. Wehrmann, C. Berthelot, P. Billard, J. Klenbensberger, Rare earth element (REE)-dependent growth of *Pseudomonas putida* KT2440 relies on the ABC-transporter PedA1A2BC and is influenced by iron availability. Front. Microbiol. **10**, 2494 (2019).31736923 10.3389/fmicb.2019.02494PMC6839425

[38] K. Mehdiratta , Kupyaphores are zinc homeostatic metallophores required for colonization of *Mycobacterium tuberculosis*. Proc. Natl. Acad. Sci. U.S.A. **119**, e2110293119 (2022).35193957 10.1073/pnas.2110293119PMC8872721

[39] E. Butaitė, M. Baumgartner, S. Wyder, R. Kümmerli, Siderophore cheating and cheating resistance shape competition for iron in soil and freshwater *Pseudomonas* communities. Nat. Commun. **8**, 414 (2017).28871205 10.1038/s41467-017-00509-4PMC5583256

[40] H. Lumpe , The earlier the better: Structural analysis and separation of lanthanides with pyrroloquinoline quinone. Chem. Eur. J. **26**, 10133–10139 (2020).32497263 10.1002/chem.202002653PMC7496819

[41] H. Lumpe, L. J. Daumann, Studies of redox cofactor pyrroloquinoline quinone and its interaction with lanthanides(III) and calcium(II). Inorg. Chem. **58**, 8432–8441 (2019).31184864 10.1021/acs.inorgchem.9b00568

[42] H. Toyama, M. E. Lidstrom, pqqA is not required for biosynthesis of pyrroloquinoline quinone in *Methylobacterium extorquens* AM1. Microbiology **144**, 183–191 (1998).9467911 10.1099/00221287-144-1-183

[43] X. Ge , Multiple pqqA genes respond differently to environment and one contributes dominantly to pyrroloquinoline quinone synthesis. J. Basic Microbiol. **55**, 312–323 (2015).23828377 10.1002/jobm.201300037

[44] N. M. Good , Scalable and consolidated microbial platform for rare earth element leaching and recovery from waste sources. Environ. Sci. Technol. **58**, 570–579 (2023).38150661 10.1021/acs.est.3c06775PMC10785750

[45] B. F. Pfleger , Structural and functional analysis of AsbF: Origin of the stealth 3,4-dihydroxybenzoic acid subunit for petrobactin biosynthesis. Proc. Natl. Acad. Sci. U.S.A. **105**, 17133–17138 (2008).18955706 10.1073/pnas.0808118105PMC2579390

[46] D. N. Nunn, M. E. Lidstrom, Isolation and complementation analysis of 10 methanol oxidation mutant classes and identification of the methanol dehydrogenase structural gene of *Methylobacterium* sp. strain AM1. J. Bacteriol. **166**, 581–590 (1986).3009411 10.1128/jb.166.2.581-590.1986PMC214644

[47] C. J. Marx, B. N. O’Brien, J. Breezee, M. E. Lidstrom, Novel methylotrophy genes of *Methylobacterium extorquens* AM1 identified by using transposon mutagenesis including a putative dihydromethanopterin reductase. J. Bacteriol. **185**, 669–673 (2003).12511515 10.1128/JB.185.2.669-673.2003PMC145341

[48] N. F. Delaney , Development of an optimized medium, strain and high-throughput culturing methods for *Methylobacterium extorquens*. PLoS ONE **8**, e62957 (2013).23646164 10.1371/journal.pone.0062957PMC3639900

[49] N. M. Good, N. C. Martinez-Gomez, D. A. C. Beck, M. E. Lidstrom, Ethylmalonyl coenzyme A mutase operates as a metabolic control point in *Methylobacterium extorquens* AM1. J. Bacteriol. **197**, 727–735 (2015).25448820 10.1128/JB.02478-14PMC4334189

[50] A. P. Arkin , KBase: The United States Department of Energy Systems biology knowledgebase. Nat. Biotechnol. **36**, 566–569 (2018).29979655 10.1038/nbt.4163PMC6870991

[51] S. R. Eddy, Accelerated profile HMM searches. PLoS Comput. Biol. **7**, e1002195 (2011).22039361 10.1371/journal.pcbi.1002195PMC3197634

[52] S. C. Potter , HMMER web server: 2018 update. Nucleic Acids Res. **46**, W200–W204 (2018).29905871 10.1093/nar/gky448PMC6030962

[53] M. Johnson , NCBI BLAST: A better web interface. Nucleic Acids Res. **36**, W5–W9 (2008).18440982 10.1093/nar/gkn201PMC2447716

[54] D. H. Haft , RefSeq: An update on prokaryotic genome annotation and curation. Nucleic Acids Res. **46**, D851–D860 (2018).29112715 10.1093/nar/gkx1068PMC5753331

[55] K. Blin, NCBI-Genome-Download (Zenodo, 2023). 10.5281/ZENODO.8192432.

[56] K. Katoh, D. M. Standley, MAFFT multiple sequence alignment software version 7: Improvements in performance and usability. Mol. Biol. Evol. **30**, 772–780 (2013).23329690 10.1093/molbev/mst010PMC3603318

[57] A. Stamatakis, RAxML version 8: A tool for phylogenetic analysis and post-analysis of large phylogenies. Bioinformatics **30**, 1312–1313 (2014).24451623 10.1093/bioinformatics/btu033PMC3998144

[58] B. Buchfink, C. Xie, D. H. Huson, Fast and sensitive protein alignment using DIAMOND. Nat. Methods **12**, 59–60 (2015).25402007 10.1038/nmeth.3176

[59] S. El-Gebali , The Pfam protein families database in 2019. Nucleic Acids Res. **47**, D427–D432 (2019).30357350 10.1093/nar/gky995PMC6324024

[60] Z. L. Reitz, multiSMASH (Zenodo, 2023). 10.5281/zenodo.8276144.

[61] Z. Shao, H. Zhao, H. Zhao, DNA assembler, an in vivo genetic method for rapid construction of biochemical pathways. Nucleic Acids Res. **37**, e16 (2009).19074487 10.1093/nar/gkn991PMC2632897

[62] M. Carrillo , Design and control of extrachromosomal elements in *Methylorubrum extorquens* AM1. ACS Synth. Biol. **8**, 2451–2456 (2019).31584803 10.1021/acssynbio.9b00220PMC6862569

[63] M. C. Chambers , A cross-platform toolkit for mass spectrometry and proteomics. Nat. Biotechnol. **30**, 918–920 (2012).23051804 10.1038/nbt.2377PMC3471674

[64] RStudio Team, RStudio: Integrated Development for R (RStudio Team, 2020).

[65] S. Gutenthaler, MSV000090804: GNPS non-targeted MS data of *M. extorquens* AM1 in search of lanthanophores. MassIVE. 10.25345/C50K26G78. Deposited 29 November 2022.

[66] A. T. Aron, MSV000090284: GNPS - 09082022_Methylorubrum_extorquens_AM1__HLB50,80,100. MassIVE. 10.25345/C5TM7253B. Deposited 8 September 2022.

[67] A. T. Aron, Lanthanophore_2023: Release_1. Zenodo. 10.5281/zenodo.12735162. Deposited 12 July 2024.

How the deposited data were processed for this re-analysis (not part of the article)

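RNA was measured in 9 libraries of *M. extorquens* AM1, 3 of the wild type without Ln, 3 of Δ*mxaF* grown with NdCl_3_ and 3 of Δ*mxaF* grown with Nd_2_O_3_. Samples were assigned to groups and replicate numbers from their labels, read against the methods of the paper. The paper gives 2 µM NdCl_3_ and 1 µM Nd_2_O_3_ and the labels give 2 µM Nd. According to the labels, RNA was extracted with RNeasy reagents and libraries were made with an Illumina DNA preparation kit.

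The authors deposited a table of counts per gene, whole numbers with no normalization. They also deposited a table of log2(FPKM + 1) for the same genes and libraries. According to the methods, reads were processed in KBase with HISAT2, StringTie and DESeq2, and the submitters' processing notes name StringTie and DESeq2. The versions, the genome build, the use of strand and the treatment of reads that map to several places are not given in the sources used here. Whether the deposited log2 values match the counts was checked with FPKM rebuilt from counts, gene length and library totals with rRNA. The median ratio of the authors' FPKM to the rebuilt FPKM lay between 0.966 and 0.994. All columns of per-sample values were used. No library's counts differed from another's of its group by as little as sampling noise.

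The deposited counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, which left 6197 of 6320 genes, and scaled by TMM. A quasi-likelihood model with robust estimation was fitted to all 9 libraries, and 3 comparisons were made: Nd_2_O_3_ against NdCl_3_, NdCl_3_ against the wild type and Nd_2_O_3_ against the wild type. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was taken from the fold change and the quasi-likelihood F. CPM (counts scaled to a library size of 1e6) are TMM-scaled, and errors are SD over 3 libraries. The 9 libraries held between 15646237 and 21356734 counts, and between 4512927 and 11424682 outside rRNA genes. For a gene with 0 counts a floor of 3 counts per library was used. Of the 6320 identifiers, 5928 matched a locus tag of the assembly ASM2268v1, and 936 had a gene symbol there. Gene starts from it served only to order the genes, and gene lengths only to check the deposited FPKM.

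The rule for named genes, the gene lists and the first set of alternatives below were set before the data were examined, although the values in Table 1 and Fig. 1B had been seen. The rule takes every gene that the paper names, the 10 highest and 10 lowest log2 fold changes of Nd_2_O_3_ against NdCl_3_, the 5 highest and 5 lowest of each comparison with the wild type, and up to 4 members of each gene list with the smallest p. The highest and lowest had to be called, to have a mean of at least 50 counts and to show no overlap between groups. Other named genes were chosen after their values were seen: the neighbours of *mxaF*, and the genes named only as members of a run of neighbouring genes. Names of the *mll* and *mlu* genes come from Table 1. Those of *mxaF*, *exaF*, *lutA* to *lutH* and the lanmodulin gene come from general knowledge of the strain.

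Gene lists were matched by locus tag or symbol, and planned members without a match were left out. Among these were *sga*, *hprA*, *gck*, *ppc*, *mtkA*, *mtkB* and *mclA*, so the serine cycle list covers only part of the cycle. Other lists matched by symbol can be partial as well, since only 936 of the 6320 identifiers had a symbol. The 16 lists with at least 3 tested members were the *mll* locus, the *lut* cluster, *xox*, *pqq*, formaldehyde oxidation through tetrahydromethanopterin, formate dehydrogenases, the serine cycle, flagellum and chemotaxis, ribosomal proteins, NADH dehydrogenase, cytochromes, chaperones, carotenoids and photosynthesis, phosphate starvation, nitrogen assimilation and cobalamin. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, on log2 CPM with a prior count of 2, again with an estimated correlation, and with fry, which tests whether the genes of a list move on balance one way. Lists of other *mxa* genes, TonB systems, sigma factors, ABC transporters and transposases matched 0 genes by symbol and were not tested, and lists with fewer tested members were not tested as a whole. The neighbours of *mxaF* have the symbols *moxJ* and *moxG* in the assembly and so were not in the *mxa* list.

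The tests were run on simulated data in which 200 genes were changed. For Nd_2_O_3_ against NdCl_3_, with 6157 simulated genes tested, edgeR recovered 83.6% of genes changed 2-fold, 97.0% of those changed 4-fold and 95.5% of those changed 8-fold, and 6.60% of its calls were false. For NdCl_3_ against the wild type (6173 genes) it recovered 74.6%, 98.5% and 97.0%, with 2.70% false calls. For Nd_2_O_3_ against the wild type (6152 genes) it recovered 76.1%, 97.0% and 98.5%, with 5.24% false calls. In each of these camera found the raised list and called 0 unchanged lists. Simulated genes were drawn independently of each other, while estimated correlations within the real lists ran from 0.096 to 0.91. The simulation therefore cannot show how often camera calls unchanged lists of correlated genes. The 200 genes moved up or down at random and the others stayed unchanged, which suits TMM by design. In the real data 54.9%, 60.6% and 42.0% of the genes were called in the 3 comparisons, in the order above. The shares of false calls therefore do not cover errors from the scaling between libraries.

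The first set of alternatives was DESeq2 1.42.0, RLE size factors, library totals without TMM, no filter on low counts, only the 6 libraries compared, an adjusted p under 0.01, a minimum of 2-fold, the replicate number as a block, each library left out in turn, and limma on the deposited values as log2(FPKM + 1) and log2(FPKM + 0.1). Chosen after seeing the data were fits without rRNA, tRNA and other RNA genes, fits without the genes META1p0397 to META1p1634, TMM factors from genes outside that stretch, and list tests without NdCl_3_ replicate 3, without that stretch (also with an estimated correlation) and with the block. Same-numbered libraries of Nd_2_O_3_ and the wild type deviated from their group means together, with correlations of 0.13, 0.45 and 0.18 over genes, which is a hint from the data that the numbers pair these libraries. The labels do not say what a number stands for. For the other comparisons at least one correlation was under 0.1. Growth, mass spectrometry, metal and promoter measurements of the paper were not analysed here.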

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

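The tests on the stretch META1p0397 to META1p1634 were chosen after the result was seen. Groups of 3 libraries were not tested for single libraries that stand apart.

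A stretch of the chromosome that the paper does not discuss had raised low values with NdCl_3_. It was set as the longest run of chromosome genes with a mean of at least 5 FPKM with NdCl_3_, which raises its low end there in part by construction. This run went from META1p0397 to META1p1634, 1090 of 4718 genes, against longest runs of 116 genes in the wild-type mean and 82 in the Nd_2_O_3_ mean. The deposited FPKM were put on the TMM scale here. In the stretch the 10th percentile of FPKM was 22.7 ± 5.24 with NdCl_3_, 3.56 ± 0.929 in the wild type and 4.70 ± 2.20 with Nd_2_O_3_, while outside it was 3.09 ± 0.154 with NdCl_3_ (SD, n = 3). Extra copies of the stretch, transcribed like the other copies, are argued against by the median log2 excess over the rest of the chromosome. It was 1.46 (1.14 to 1.62 over replicates) for genes of 5 to 30 FPKM in the wild type but 0.19 (0.18 to 0.29) for genes over 100 FPKM. For genes under 5 FPKM it was 2.57, which the rule for the stretch raises in part by construction. DNA of the whole chromosome is argued against as well, since it would add as much outside as inside. The highest 10th percentile outside in any NdCl_3_ library was 3.18 FPKM, but the smallest rise inside was 12.1 FPKM (lowest NdCl_3_ library minus highest wild-type library). The stretch holds the 15 rRNA genes of 5 operons. Its left edge lies 8 genes from an rRNA gene, as near as 1.78% of positions, and its right edge 412 genes, as near as 30.6%. The longest runs of the NdCl_3_ libraries start 8, 8 and 125 genes from an rRNA gene and end 115, 114 and 368 genes from one. Edges set by rRNA genes thus stay open on the left and are argued against on the right. A run ends at the first gene under 5 FPKM, so its edges need not bound the raised values. Since the rRNA genes lie inside, the edges cannot decide whether counts are tied to the rRNA operons in another way, which stays open. DNA of this part of the chromosome, another source of low counts and a response to NdCl_3_ stay open and were not tested. The longest run of wild-type replicate 2, grown without Ln, also started at META1p0397 and held 132 genes. In Nd_2_O_3_ replicate 2 it went from META1p0403 to META1p1012, 532 genes. Their 10th percentiles in the stretch were 4.63 and 7.22 FPKM. In the other wild-type and Nd_2_O_3_ libraries the longest run held between 71 and 115 genes and started elsewhere.

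META1p2757, which the paper does not discuss and which was singled out after its values were seen, was at 1034 ± 202 CPM with NdCl_3_ and 1149 ± 161 CPM with Nd_2_O_3_, above 37.6 ± 6.11 CPM in the wild type (SD, n = 3). Over the run of 15 genes META1p5268 to META1p5282, outside the genes the paper discusses, the median log2 fold change against the wild type was 3.07 with Nd_2_O_3_, with 15 genes higher, and 2.08 with NdCl_3_, with 11 higher. By locus tag the run takes in *bchM* (META1p5269) and *bchB* (META1p5272), so it overlaps the list of carotenoids and photosynthesis described below. rRNA genes, also not discussed, held 69.7% of the counts with NdCl_3_, above 48.3% in the wild type, with 77.1% in NdCl_3_ replicate 3 and 66.1% and 65.7% in the others. *rnpB* held 4.31% of the counts with NdCl_3_ on average, above 1.04% in the wild type, with 0.940% in NdCl_3_ replicate 3 and 5.34% and 6.64% in the others.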

How the results depend on the processing

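Fits without RNA genes, without the stretch META1p0397 to META1p1634 or with TMM factors from outside it, and the list tests without NdCl_3_ replicate 3, were chosen after the results were seen. The direction and side of the threshold held for *xoxF1* with Nd_2_O_3_, *exaF*, *lutH* and the orphan *pqqA* copies in Nd_2_O_3_ against NdCl_3_ under every alternative run on them, and 7 *mll* genes were among the 10 highest in each of 17 alternatives. With at least 2-fold required, the counts of differentially expressed genes were 1792 (Nd_2_O_3_ against NdCl_3_), 2132 (NdCl_3_ against the wild type) and 1093 (Nd_2_O_3_ against the wild type), or 1764, 2131 and 1111 with DESeq2; fewer genes pass by construction. Leaving out 1 library gave 3013 to 3287, 3350 to 3722 and 2076 to 2663 genes. The log2 fold change of *xoxF1* then ran from 2.18 to 2.62, from −0.37 to 0.07 and from 2.09 to 2.36. In Nd_2_O_3_ against NdCl_3_, leaving out 1 library gave 1.56 to 2.02 for *exaF*, −2.11 to −1.70 for META1p4628, −1.83 to −1.48 for META1p4629, 2.84 to 3.30 for *lutH*, 1.13 to 1.31 for the mean of the other *lut* genes, 4.87 to 5.18 for the mean of the *mll* locus, and 7 *mll* genes among the 10 highest. In NdCl_3_ against the wild type it gave −3.04 to −2.63 for *lutH* and 2 *pqq* genes higher. Without NdCl_3_ replicate 3, 9 and 6 lists were called in the comparisons with NdCl_3_. In the order above, camera with a preset correlation called 10, 7 and 11 lists and fry 10, 10 and 14, while camera with an estimated correlation called 0 in each, with 1, 0 and 1 at an unadjusted p under 0.05, and 0 in each without the stretch as well.

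Library totals and the deposited FPKM are scaled to totals that include rRNA, which shifts log2 fold changes by construction. With totals, log2(FPKM + 1) and log2(FPKM + 0.1), *xoxF1* in NdCl_3_ against the wild type passed the threshold at −0.59, −0.63 and −0.63, 1, 1 and 1 of the 4 *pqq* genes were higher there (also 1 with at least 2-fold), and in Nd_2_O_3_ against NdCl_3_ the mean was 2.02, 1.96 and 2.01 for the *lut* genes other than *lutH* and 5.86, 5.47 and 5.83 for the *mll* locus. In Nd_2_O_3_ against NdCl_3_ the following turned positive in that order of settings: *pqqE* 0.50, 0.48 and 0.48, *pqqC* 0.79, 0.76 and 0.77, *pqqB* 0.30, 0.29 and 0.29, META1p1751 0.0797, 0.0541 and 0.0542, *fdhD* 0.22, 0.18 and 0.19, META1p4848 0.73, 0.72 and 0.72, *glyA* 0.70, 0.69 and 0.69, *mdh* 0.76, 0.73 and 0.73, *rpsT* 0.27, 0.26 and 0.26, and META1p3473 0.26, 0.23 and 0.23. In NdCl_3_ against the wild type, *pqqE* was at −0.0395, −0.0195 and −0.0196, *fdhD* at −0.0942, −0.0646 and −0.0662, and *pqqC* at −0.37 with totals, where it was called lower (adjusted p = 0.0396 from edgeR). No named gene that passed the test before or after the turn did so under the other settings. Genes that passed in neither case did turn, among them *xoxF1* in NdCl_3_ against the wild type (0.0677 without NdCl_3_ replicate 2, 0.0329 without the stretch and 0.0330 with TMM factors from outside it), *mluR* (META1p4130) there (0.12 without wild-type replicate 1) and *mdh* in Nd_2_O_3_ against NdCl_3_ (0.0331 without NdCl_3_ replicate 3). TMM factors from outside the stretch moved the median of all genes by −0.13 in Nd_2_O_3_ against NdCl_3_ and by 0.15 in NdCl_3_ against the wild type.

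With a replicate block, 3427, 3762 and 2720 genes were called and 10, 7 and 11 lists. In Nd_2_O_3_ against NdCl_3_ and in NdCl_3_ against the wild type, not every correlation of same-numbered libraries was over 0.1 (−0.01, 0.07 and −0.29, and 0.14, 0.06 and 0.04), so the numbers were not taken to pair the libraries. Of 6 libraries, 1 and 4 correlated best with their own number. That was also 4 of 6 in Nd_2_O_3_ against the wild type, so whether the numbers pair NdCl_3_ and the wild type stays unsettled. Under the block *xoxJ* (−0.60), *glyA* (−0.32) and *phaR* (−0.33) were called in NdCl_3_ against the wild type and *phaR* (0.38) in Nd_2_O_3_ against NdCl_3_, where the call on *mtdB* (0.29) was lost. In Nd_2_O_3_ against the wild type it changed no other call of a named gene than that on META1p4629.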

Differences from the paper's values

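The paper reports 1468 differentially expressed genes between NdCl_3_ and Nd_2_O_3_, and here 3405 passed an adjusted p under 0.05 in edgeR. The paper's text states no threshold for this count. Of 17 alternatives set before the data were examined, 2 lie within 1.5 times of the paper's count: at least 2-fold with edgeR (1792) and at least 2-fold with DESeq2 (1764). The other 15 do not, DESeq2 without a fold minimum (3407) and an adjusted p under 0.01 (2654) among them. For the 10 genes of Table 1, the largest difference between the paper's log2 fold changes and these was 0.0945, and 0 of the 10 differ by more than the spread between replicates.

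The paper states that *xoxF1* was up-regulated in both Ln conditions relative to the wild type. Here its log2 fold change was 2.25 with Nd_2_O_3_, which passed the test, and −0.12 with NdCl_3_, which did not (adjusted p = 0.666 from edgeR). No setting that was run gave a call of higher *xoxF1* with NdCl_3_. The text also places *xoxF1* among the most up-regulated genes with Nd_2_O_3_, and here it ranked 210 of 1550. For *lutH*, the text describes an increase with NdCl_3_ relative to Nd_2_O_3_, while Fig. 1B of the paper was read as giving the opposite direction. Here *lutH* was higher with Nd_2_O_3_ (log2 fold change 3.09), the direction read from that figure. It was lower with NdCl_3_ than in the wild type (−2.89), as the text states.

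In its discussion the paper describes increased expression of the orphan *pqqA* genes with Nd_2_O_3_. Here META1p4628 and META1p4629 were lower with Nd_2_O_3_ than with NdCl_3_ (−1.96 and −1.70), as its results section states, and against the wild type they were at 0.32 and 0.49 and did not pass the test (adjusted p = 0.243 and 0.0567 from edgeR). META1p4629 was called against the wild type with DESeq2 (adjusted p = 0.0472), the 6 libraries compared (0.0223), the replicate block (0.0269), library totals (3.62e-04), and, chosen after seeing the values, with TMM factors from outside the stretch META1p0397 to META1p1634 (0.0496) or without that stretch (0.0420). META1p4628 was called with library totals (0.00195), and limma on the deposited log2(FPKM + 1) and log2(FPKM + 0.1) called both copies (0.00228 and 0.00219 for META1p4628, 4.36e-04 and 4.38e-04 for META1p4629). The paper places the 10 *mll* genes as the most highly up-regulated. Here 7 of them were the 7 highest, while *mluA* ranked 15, *mllJ* 105 and *mluR* 331.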

Other observations

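The tests on *xoxF1*, the runs of neighbouring genes and the fits without the stretch META1p0397 to META1p1634 or without NdCl_3_ replicate 3 were chosen after the results were seen. Against the wild type without Ln, 19 of 21 genes of carotenoids and photosynthesis were higher with Nd_2_O_3_ and none was lower (19 when adjusted over the list alone, camera adjusted p = 2.65e-07, and adjusted p = 0.270 with an estimated correlation), with *bchB* at a log2 fold change of 3.06 and *bchM* at 3.02, both of bacteriochlorophyll synthesis, and *puhE* at 1.26. With NdCl_3_, 12 were higher, and *crtI* was lower at −0.58 (12 and 1 when adjusted over the list alone, camera adjusted p = 0.0310, 0.0863 without NdCl_3_ replicate 3, and adjusted p = 0.711 with an estimated correlation), and fry did not call the list (adjusted p = 0.0877). *bchB* was at 1.57 with NdCl_3_, and at 0.99 without NdCl_3_ replicate 3. All 6 genes of formaldehyde oxidation through tetrahydromethanopterin were lower with NdCl_3_ (6 when adjusted over the list alone, *fae* META1p1766 at −1.69, *mch* at −1.58, camera adjusted p = 0.00528, and adjusted p = 0.711 with an estimated correlation) and with Nd_2_O_3_ (6 when adjusted over the list alone, *fhcD* at −1.09, camera adjusted p = 0.00385, and adjusted p = 0.270 with an estimated correlation; 2 of the 6 with library totals). With Nd_2_O_3_, 2 of 4 formate dehydrogenase genes matched by symbol were lower (3 when adjusted over the list alone, *fdh3B* at −1.88, camera adjusted p = 0.0108, and adjusted p = 0.270 with an estimated correlation), and with NdCl_3_ 2 were higher (2 when adjusted over the list alone, camera adjusted p = 0.426), with a median that turned from 0.30 to −0.22 under library totals. Of the 3 serine cycle genes matched by symbol, which are only part of the cycle, *mdh* was lower in both, at −0.98 with NdCl_3_ and −1.08 with Nd_2_O_3_ (1 and 2 of 3 when adjusted over the list alone, camera adjusted p = 0.356 and 0.168). *glyA* was lower with Nd_2_O_3_ (−0.45), a call lost without wild-type replicate 1 (adjusted p = 0.0824 from edgeR) or 3 (0.0849), without Nd_2_O_3_ replicate 2 (0.0787) or 3 (0.0744) and with library totals (0.529). It was called lower with NdCl_3_ without wild-type replicate 2 (adjusted p = 0.0111 from edgeR) and with DESeq2 (0.0245).

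All 8 *nuo* genes matched by symbol were lower with Nd_2_O_3_ than in the wild type (8 when adjusted over the list alone, *nuoH* at −2.31, camera adjusted p = 3.64e-08, and adjusted p = 0.270 with an estimated correlation), and 7 with NdCl_3_ (7 when adjusted over the list alone, *nuoF* at −0.70, camera adjusted p = 0.0310, and adjusted p = 0.711 with an estimated correlation). All of them lie in the stretch META1p0397 to META1p1634, as do *atpA* and *atpD* of the ATP synthase, at −2.01 and −2.04 with NdCl_3_ and −0.92 and −1.19 with Nd_2_O_3_. Of 13 cytochrome genes, 7 were lower and 1 higher with Nd_2_O_3_ (8 and 1 when adjusted over the list alone, META1p3473, *ctaD*, at −1.54, camera adjusted p = 0.0122, and adjusted p = 0.308 with an estimated correlation) and 8 were lower with NdCl_3_ (8 when adjusted over the list alone, camera adjusted p = 0.0888). Chaperone genes were lower: with Nd_2_O_3_, 8 of 13 (9 lower and 3 higher when adjusted over the list alone, META1p5239, *groL*, at −3.17, camera adjusted p = 0.00773, and adjusted p = 0.308 with an estimated correlation), and with NdCl_3_ 6, with 1 higher (6 and 0 when adjusted over the list alone, *htpG* at −1.84, camera adjusted p = 0.0310, 0.171 without the stretch, and adjusted p = 0.711 with an estimated correlation). Of 50 ribosomal protein genes, 29 were lower in each comparison with the wild type, with 11 higher with NdCl_3_ and 8 with Nd_2_O_3_ (11 and 10 when adjusted over the list alone, *rpsJ* at −2.08 with NdCl_3_, camera adjusted p = 0.0310 and 0.00447, adjusted p = 0.711 and adjusted p = 0.549 with an estimated correlation, 0.225 for NdCl_3_ without the stretch). *katG*, for catalase-peroxidase, was lower with NdCl_3_ (−1.98) and with Nd_2_O_3_ (−3.08), and *bfr*, for bacterioferritin, with Nd_2_O_3_ (−1.79).

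Other lists showed no call by camera in the comparisons named. For Nd_2_O_3_ against NdCl_3_ these were ribosomal proteins (8 higher and 3 lower, 5 and 1 when adjusted over the list alone, adjusted p = 0.868, with a median of −0.03, a mean of 0.04 and 49 higher under library totals), cytochromes (3 and 3, also over the list alone, 0.944, with a median of −0.10 and a mean of 0.25), chaperones (4 and 3, also over the list alone, 0.868), phosphate starvation (*pstS* lower at −1.20, 1 over the list alone, 0.944) and nitrogen assimilation (3 and 7, also over the list alone, 0.394), and under library totals the medians of the last of these, of cytochromes and of phosphate starvation turned to 0.50, 0.72 and 0.78. For NdCl_3_ and Nd_2_O_3_ against the wild type they were phosphate starvation (4 higher and 4 lower, and 2 and 5, with *phoB* at −0.97 and −0.96, 5 and 4 and 2 and 5 when adjusted over the list alone, 0.827 and 0.614, with medians of −0.13 and −0.08 that turned to 0.02 with TMM factors from outside the stretch and to 0.25 with library totals), nitrogen assimilation (7 and 7, and 4 and 7, also over the list alone, with *gltB* at −1.45 and −1.59, 0.971 and 0.527, and without the stretch lower at 0.0133 and 0.0151, adjusted p = 0.505 and adjusted p = 0.307 with an estimated correlation) and cobalamin (8 and 4, and 2 and 6, also over the list alone, 0.386 and 0.187, with a median of −0.21 with Nd_2_O_3_ that turned to 0.10 with library totals). The *xox* genes with NdCl_3_ had 1 lower, 0 over the list alone (camera adjusted p = 0.426, 0.458 without NdCl_3_ replicate 3). For nitrogen assimilation the median was −0.50 and the mean 0.30 with NdCl_3_, and 0.01 and −0.16 with Nd_2_O_3_, and for phosphate starvation with NdCl_3_ the mean was 0.0197. Of lists camera did not call, fry called nitrogen assimilation lower in Nd_2_O_3_ against NdCl_3_ (adjusted p = 0.0135 from fry). Against the wild type it called nitrogen assimilation (0.0377) and cobalamin (0.0176) lower with Nd_2_O_3_ and the serine cycle lower with both (0.00785 with Nd_2_O_3_, 0.0182 with NdCl_3_). With NdCl_3_ it also called cytochromes (0.00568) and the *lut* cluster (0.0193) lower and formate dehydrogenases (0.0207) higher, and no other such list. Flagellum and chemotaxis genes were higher with Nd_2_O_3_ than in the wild type for 15 of 41, with 1 lower (also over the list alone, *fliJ* at 1.32, camera adjusted p = 0.00104, 0.106 without the stretch, and adjusted p = 0.344 with an estimated correlation), and with NdCl_3_ 13 were higher and 15 lower (14 and 15 over the list alone, camera adjusted p = 0.548, and without the stretch lower at 0.00590, adjusted p = 0.505 with an estimated correlation, and a median of −0.06 that turned to 0.09 with TMM factors from outside it).

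In total, 3753 genes differed between NdCl_3_ and the wild type, 1875 higher and 1878 lower, and 2605 between Nd_2_O_3_ and the wild type, 1219 higher and 1386 lower (edgeR). With library totals the splits were 946 higher and 2827 lower, and 1905 higher and 684 lower, with shifts of the median of all genes of −0.51 and 0.33. With TMM factors from genes outside the stretch META1p0397 to META1p1634 they were 2233 higher and 1587 lower, and 1256 higher and 1344 lower. In the main fit, genes of the stretch made up 791 of the higher and 117 of the lower genes with NdCl_3_. Tested genes not in it made up 1084 and 1761. With Nd_2_O_3_ these numbers were 227 and 197 in the stretch, and 992 and 1189 outside it. Groups did not overlap for 65.0% and 55.3% of genes, against 10% by chance. Of genes with enough counts and no overlap, the highest with NdCl_3_ were META1p1313 (5.29, but 4.59 without wild-type replicate 2 and 8.13 without wild-type replicate 3), *ada* (5.11), META1p1989 (5.08), META1p2757 (4.78) and META1p1180 (4.57), and the lowest after *mxaF* were META2p1041 (−5.58), META1p2091 (−5.31), META1p3820 (−4.79) and META1p3858 (−4.74). With Nd_2_O_3_ the highest were META1p2757 (4.93), META1p0857 (4.84), META1p0608 (4.55), META1p0609 (4.54) and *mllA*, and the lowest after *mxaF* were META2p1041 (−5.45), META1p2091 (−5.17), META1p3858 (−4.44) and META1p3077 (−4.25). META1p1313, META1p1180, META1p0857, META1p0608 and META1p0609 lie in the stretch META1p0397 to META1p1634.

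Several runs of 15 neighbouring chromosome genes moved mostly one way. META1p1859 to META1p1873, with genes named *zwf*, *pgl* and *gnd* for the oxidative pentose phosphate pathway and *tkt* for transketolase, had a median log2 fold change of 2.47 in Nd_2_O_3_ against NdCl_3_, with 15 genes higher. META1p3782 to META1p3801 had 2.93, also with 15 higher, and META1p0299 to META1p0313, around *fdh3B*, had −2.49, with 12 lower and 1 higher. META1p2556 to META1p2572, with the thiosulfate oxidation genes *soxX*, *soxY*, *soxZ*, *soxA* and *soxB*, had 2.22 with NdCl_3_ and 2.49 with Nd_2_O_3_ against the wild type, with 14 and 12 genes higher. META1p1720 to META1p1734, with *fchA*, had −2.23 with NdCl_3_ and −1.93 with Nd_2_O_3_, with 9 lower and 3 higher in each.

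*xoxF1* was no higher with NdCl_3_ than in the wild type, at a log2 fold change of −0.12. A rise of 2-fold or more hidden by the scaling between libraries is argued against by the upper 95% limits, the highest of which over 7 scalings and tools was 0.49. One hidden by a single library is argued against as well, since the log2 fold change was at most 0.0677 with any of the 6 libraries left out. A difference between Δ*mxaF* and the wild type in addition to Ln stays open, since strain and Ln change together, and no biological explanation was tested.

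Other splits of the 6 libraries of a comparison into 3 and 3 make 10 with the real one, too few for a share under 0.05. They took no account of replicate numbers, which may pair libraries of Nd_2_O_3_ and the wild type. As many differentially expressed genes as in the real split came from 1, 1 and 1 of the 10 splits, the real one included, for Nd_2_O_3_ against NdCl_3_ (3405, highest other 0), NdCl_3_ against the wild type (3753, highest other 0) and Nd_2_O_3_ against the wild type (2605, highest other 1). As many called lists came from 1, 3 and 1 of the 10 splits, with 10 real and 6 highest other, 7 real and 11 highest other, and 11 real and 9 highest other.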
